# MiR-34b-5p Suppresses Melanoma Differentiation-Associated Gene 5 (*MDA5*) Signaling Pathway to Promote Avian Leukosis Virus Subgroup J (ALV-J)-Infected Cells Proliferaction and ALV-J Replication

**DOI:** 10.3389/fcimb.2017.00017

**Published:** 2017-01-30

**Authors:** Zhenhui Li, Qingbin Luo, Haiping Xu, Ming Zheng, Bahareldin Ali Abdalla, Min Feng, Bolin Cai, Xiaocui Zhang, Qinghua Nie, Xiquan Zhang

**Keywords:** MiR-34b-5p, melanoma differentiation-associated gene 5 (MDA5), Avian leukosis virus subgroup J (ALV-J), Cell proliferation, MDA5 signaling pathway

## Abstract

Avian leukosis virus subgroup J (ALV-J) is an oncogenic retrovirus that has a similar replication cycle to multiple viruses and therefore can be used as a model system for viral entry into host cells. However, there are few reports on the genes or microRNAs (miRNAs) that are responsible for the replication of ALV-J. Our previous miRNA and RNA sequencing data showed that the expression of miR-34b-5p was significantly upregulated in ALV-J-infected chicken spleens compared to non-infected chicken spleens, but melanoma differentiation-associated gene 5 (*MDA5*) had the opposite expression pattern. In this study, a dual-luciferase reporter assay showed that *MDA5* is a direct target of miR-34b-5p. *In vitro*, overexpression of miR-34b-5p accelerated the proliferation of ALV-J-infected cells by inducing the progression from G2 to S phase and it promoted cell migration. Ectopic expression of *MDA5* inhibited ALV-J-infected cell proliferation, the cell cycle and cell migration, and knockdown of *MDA5* promoted proliferation, the cell cycle and migration. In addition, during ALV-J infections, *MDA5* can detect virus invasion and it triggers the MDA5 signaling pathway. *MDA5* overexpression can activate the MDA5 signaling pathway, and thus it can inhibit the mRNA and protein expression of the ALV-J *env* gene and it can suppress virion secretion. In contrast, in response to the knockdown of *MDA5* by small interfering RNA (siRNA) or an miR-34b-5p mimic, genes in the MDA5 signaling pathway were significantly downregulated (*P* < 0.05), but the mRNA and protein expression of ALV-J *env* and the sample-to-positive ratio of virion in the supernatants were increased. This indicates that miR-34b-5p is able to trigger the MDA5 signaling pathway and affect ALV-J infections. Together, these results suggest that miR-34b-5p targets *MDA5* to accelerate the proliferation and migration of ALV-J-infected cells, and it promotes ALV-J replication, via the MDA5 signaling pathway.

## Introduction

Avian leukosis virus subgroup J (ALV-J) is a novel, virulent subtype in the avian leukosis virus family (ALVs), which can be classified into 10 subgroups (Payne, 1998). In birds, ALV-J can induce myeloid leukosis, various tumors, growth retardation, and serious immunosuppression (Stedman and Brown, 1999; Payne and Nair, 2012; Zeng et al., 2014). There is no effective vaccine against ALV-J (Payne and Nair, 2012). Furthermore, as an oncogenic retrovirus, ALV-J shares a similar replication cycle with a number of RNA and DNA viruses, such as human immunodeficiency virus type-1 (HIV-1), which can replicate in both the nucleus and the cytoplasm. Therefore, it can be used as a model system for viral entry into host cells. Thus, identifying the pathogenic mechanism of ALV-J can provide a solid foundation for further study of other retroviruses. Recently, several genes and the extracellular signal-regulated kinase (ERK)/ mitogen-activated protein kinase (MAPK) pathway have been demonstrated to be important for ALV-J replication and oncogenesis (Chai and Bates, 2006; Li Y. et al., 2014; Dai et al., 2016). However, the microRNAs (miRNAs) and pathways involved in ALV-J infections largely remain unclear.

MiRNAs are small non-coding RNAs that play important roles in cell growth, proliferation, and apoptosis by inducing translational inhibition or mRNA degradation (Sun et al., 2010; Feng et al., 2011). Aberrant expression of miRNAs has been linked to tumorigenesis (Zhao et al., 2009; Datta et al., 2012). To date, the expression of several miRNAs has been found to change in response to ALV-J infection. For example, four miRNAs (gga-miR-125b, gga-miR-193a, gga-miR-193b, and gga-miR-221) that are known to be involved in tumorigenesis-related pathways were shown to be expressed abnormally in ALV-J-infected chickens, and they might be associated with ALV-J-induced tumorigenesis (Wang et al., 2013a). It has been shown that the binding of gga-miR-1650 to several sites in the 5′ untranslated region (UTR) of ALV-J genomic RNA is critical for viral replication (Wang et al., 2013b). In addition, gga-miR-221, gga-miR-222, and gga-miR-375 have been shown to play a pivotal role in tumorigenesis after an ALV-J infection (Li H. et al., 2014; Dai et al., 2015).

We previously showed that miRNA-23b promotes ALV-J replication by targeting interferon regulatory factor-1 (*IRF1*; Li et al., 2015). The miRNA sequencing data (Gene Expression Omnibus; GEO database, accession number GSE63676) also showed that another miRNA, gga-miR-34b-5p, was upregulated in ALV-J-infected chickens compared to non-infected chickens, suggesting that this miRNA might also be involved in ALV-J infections. In humans, miR-34b has been reported to be involved in many neoplastic diseases and low levels of expression of miR-34b were found to be associated with gastric tumorigenesis (Tsai et al., 2011).

Vertebrate innate immune responses are mediated by pattern recognition receptors (PRRs), including Toll-like receptors (TLRs), retinoic acid-inducible gene I-like receptors (RLRs), and Nod-like receptors (NLRs). *MDA5* is a member of the RLR family, which are comprised of N-terminal tandem caspase activation and recruitment domains (CARDs), a central helicase domain responsible for RNA-dependent ATP hydrolysis and a C-terminal regulatory domain (CTD; Kato et al., 2006). Moreover, *MDA5* can activate the interferon (IFN) signaling pathway and it thereby plays a critical role in antiviral innate immunity. Our previously published RNA sequencing data (GSE63226) showed that *MDA5* was downregulated in ALV-J-infected chickens compared to non-infected chickens. However, relatively little is known regarding the effect of ectopic expression of *MDA5* in ALV-J-infected chickens.

The first aim of this study was to explore whether or not miR-34b-5p is involved in ALV-J infections and to clarify how it affects ALV-J replication, as well as to characterize the oncogenesis in chicken fibroblast cell line (DF-1) infected with ALV-J. We confirmed that miR-34b-5p was increased in ALV-J-infected tissues and that ectopic expression of miR-34b-5p accelerated the proliferation and migration of ALV-J-infected cells. *MDA5* was verified as a direct target of miR-34b-5p. Further *in vitro* investigations demonstrated that miR-34b-5p can regulate the MDA5 signaling pathway, the expression of the ALV-J *Env* gene, and virion secretion. Taken together, these results suggest that miR-34b-5p accelerates the proliferation and migration ALV-J-infected cells and promotes ALV-J replication by targeting *MDA5*.

## Materials and methods

### Ethics statement

All animal experiments in this study were performed following protocols approved by the Institutional Animal Care and Use Committee at the South China Agricultural University, China (approval ID: SCAU#0011). All the experiments were carried out in compliance with the regulations and guidelines established by this committee. The authors declare that all animal experiments under the consent of the animal owners. All efforts were made to minimize suffering to animal. The authors declare no additional considerations of the study in cases where vulnerable populations were involved.

### Animals

Two chicken groups, ALV-J-infected broilers and non-infected broilers at 140 days old, were used. The animals were the same as those used in our previous RNA sequencing study (Li et al., 2015).

### Virus propagation and quantification of virus titer

SCAU-HN06, a strain of ALV-J, was kindly provided by Assoc. Prof. Weisheng Cao (South China Agricultural University). The chicken embryonic fibroblast cell line (DF-1 cells) was obtained from the Cell Bank of the Committee on Type Culture Collection of the Chinese Academy of Sciences and it was cultivated adherently in cell culture vessels containing Dulbecco's Modified Eagle's Medium (DMEM; Gibco, Life Technologies, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, Life Technologies, Grand Island, NY, USA) at 37°C in an atmosphere of 5% CO_2_. When the cells grew to a density of 80% confluence, they were infected with the ALV-J strain SCAU-HN06. The inoculum was discarded 2 h later and it was replaced with DMEM containing 1% FBS, 100 U/mL penicillin, and 100 ug/mL streptomycin. After incubation for 6 days in culture, the cell supernatants (which contained the viral particles) were harvested as described previously (Dai et al., 2016). The virus was diluted 10-fold using serial dilution techniques in DMEM and the suspension was then applied to DF-1 cells for 6 days in a 96-well plate. The virus was titrated to determine the 50% tissue culture infectious doses (TCID_50_) in accordance with the method described by Reed and Muench (1938).

### RNA isolation and cDNA synthesis

Total RNA was extracted from the tissue samples and DF-1 cells using TRIzol® as recommended by the supplier (Invitrogen Life Technologies, Carlsbad, CA, USA). The integrity and quantity of RNA were assessed using 1.5% agarose gel electrophoresis and spectrophotometry (ND-2000, NanoDrop Inc., Wilmington, DE, USA), respectively. A PrimeScript RT Reagent Kit (Takara, Otsu, Japan) was used to carry out cDNA synthesis of mRNA, following the manufacture's protocol. The synthesized cDNA was stored at −20°C until subsequent analysis using real-time quantitative polymerase chain reaction (RT-qPCR).

### Primers

RT-qPCR primers that were specific for *MDA5*, ALV-J *Env, Gag, Pol, Mx1*, and β*-actin* were designed using Premier Primer 5.0 software. RT-qPCR primers that were specific for genes in the MDA5 signaling pathway, including interferon-β promoter stimulator 1 (*IPS-1*), interferon regulatory factor-3 (*IRF-3*), interferon-β (*IFN*β), double-stranded RNA-dependent protein kinase (*PKR*), 2′, 5′-oligoadenylate synthetase (*OAS*), myxovirus (influenza virus) resistance 1, interferon-inducible protein p78 (mouse) (*Mx1*), and major histocompatibility complex class I (*MHC class I*), are referenced in previous publications (Supplementary Table 1; Lee C. C. et al., 2014). PCR primers for the full-length *MDA5* coding sequence clone and the 3′ UTR of the *MDA5* clone were also designed using the Premier Primer 5.0 software (Supplementary Table 2). All the above primers were synthesized by Sangon Biotech Co., Ltd. (Guangzhou, China). A bulge-loop™ Reverse Transcription primer and RT-qPCR primers that were specific for gga-miR-34b-5p were designed and synthesized by RiboBio (Guangzhou, China).

### RNA oligoribonucleotides and plasmids construction

Gga-miR-34b-5p mimics, mimic control duplexes, small interfering RNA (siRNA) targeted against the *MDA5* gene (si-*MDA5*), and a non-specific siRNA control duplex were designed and synthesized by RiboBio (Guangzhou, China). Oligonucleotide sequences of si-MDA5 were showed in Supplementary Table 3. To construct a gga-miR-34b-5p target luciferase reporter vector (pmirGLO-WT MDA5-3′UTR), the segment sequence of the *MDA5* 3′ UTR (666 bp) that contained the putative gga-miR-34b-5p binding sequence was amplified by PCR using a cDNA template synthesized from total RNA. Subsequently, the PCR product was sub-cloned into NheI/SalI restriction sites in the pmirGLO dual-luciferase reporter vector (Promega, Madison, WI, USA) to generate the pmirGLO- WT-MDA5-3′UTR reporter vector.

However, to generate a gga-miR-34b-5p target-mutated reporter vector (pmirGLO-MT-MDA5-3′UTR), mutations were achieved by changing the gga-miR-34b-5p binding seed sequences from ACTGCCT to GACTATC using the megaprimer PCR method (Ke and Madison, 1997). 

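The changed site is 7 bases long, and the mutation replaced 7 of its 7 bases. Its reverse complement, AGGCAGT, is found in the mature miR-34b-5p sequence CAGGCAGTGTAGTTAGCTGATTG at bases 2 to 8, counted from the 5′ end. In a molecule that begins 1 base inside this sequence, the same 7 bases lie at bases 1 to 7, and bases 2 to 8 are GGCAGTG. In the chicken assembly GRCg7b, the gene of miR-34b (MIR34B) lies on chromosome 24 from 5595341 to 5595424, and that of miR-34c (MIR34C) on the same chromosome from 5596079 to 5596152, with 654 bases between them. The gene of miR-34a (MIR34A) lies on chromosome 21 from 3262662 to 3262770. MDA5 is annotated under the symbol IFIH1 on chromosome 7 from 20667661 to 20694378, a length of 26718 bases. The genome sequence was not used here, so the position of the site within the 3′ UTR is not given.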

An *MDA5* overexpression construct was generated by amplifying the *MDA5* coding sequence, and it was subsequently cloned into the overexpression plasmid vector, pSDS-20218, which was purchased from Shanghai SiDanSai Biotechnology Co., Ltd., China (http://www.sidansai.com/).

### Transfection of MDA5 overexpression plasmid, si-MDA5, and miR-34b-5p mimics and preparation of ALV-J

When DF-1 cells grew to a density of 50% confluence, they were transfected with (a) the *MDA5* overexpression plasmid, (b) si-MDA5, or (c) the gga-miR-34b-5p mimic using Lipofectamine 3000 Reagent (Life Technologies, USA), in accordance with the manufacture's recommended protocol., After 12 h, the cells were inoculated with TCID_50_ of ALV-J. After 2 h of incubation, the supernatant was discarded and the infected cells were replenished with DMEM medium containing 1% FBS, 100 U/mL penicillin, and 100 ug/mL streptomycin.

### Luciferase reporter assay

Luciferase activity was measured using Dual-GLO® Luciferase Assay System Kits (Promega, Madison, WI, USA) following the manufacturer's instructions. DF-1 cells were seeded at a density of 1 × 10^3^ cells per well in 96-well plates. After 24 h, the cells were co-transfected with 100 ng pmir-GLO- WT-MDA5-3′ UTR- (wild-type) or pmir-GLO-MT-MDA5-3′ UTR(mutant-type) plasmids, or 100 nM gga-miR-34b-5p mimic and miR-NC using the Lipofectamine 3000 Reagent. Fourty-eight hours after transfection, luciferase assays were performed using a Fluorescence/Multi-Detection Microplate Reader (Synergy 2, Biotek, Winooski, VT, USA). The values obtained were normalized to the levels of a Renilla luciferase plasmid (pRL-TK Vector) levels.

### RT-qPCR analysis

The RT-qPCR reactions were performed using a Bio-Rad CFX96 Real-Time PCR Detection System using iTaq™ Universal SYBR® Green Supermix Kits (Bio-Rad Laboratories Inc., Hercules, CA, USA) to detect the mRNA expression level associated with each gene. The chicken β*-actin* gene was used as an internal control. The analysis was carried out using the 2^−ΔΔCt^ method, as described previously (Livak and Schmittgen, 2001).

### Wound healing assay

We also carried out a wound healing migration assay. First, DF-1 cells were seeded in 12-well plates. When the cells grew to a density of 50% confluence, they were transfected with the *MDA5* overexpression plasmid, si-MDA5, or a gga-miR-34b-5p mimic, and then they were infected with ALV-J, as described above. When the cells reached a density of 100% confluence, a linear wound was generated by scratching the monolayer of cells with a 1 mL pipette tip. The cells that migrated into the wound area were captured at 0 (control), 24, 48, and 72 h using a microscope (Nikon, Shinagawa, Tokyo, Japan). Width of the scratches was measured using the Image Pro Plus 6.0 software (Media Cybernetics). The data of each scratch width were presented in Supplementary Table 4. The formula to calculate the cell migration rate was as follows: (W_0h_ − W_xh_) × 100%/W_0h_, where W_0h_, represents the mean wound width at 0 h and W_xh_ represents the mean wound width at 24, 48, and 72 h.

### Flow cytometry analysis

For the flow cytometry analysis of the cell cycle, DF-1 cells were seeded in 12-well plates. When the cells grew to a density of 50% confluence, they were transfected and then infected with ALV-J, as described above. After being infected, the cells were incubated for 72 h, collected and fixed overnight with 75% ethanol at 4°C. The fixed cells were stained with 50 μg/mL propidium iodide solution (Sigma Life Science, St. Louis, MO, USA) containing 10 μg/mL RNase A (Takare) and 0.2% (v/v) Triton X-100 (Sigma), and they were incubated in the dark for 30 min at 37°C. The cell cycle phase analysis of the incubated cells was performed using a BD Accuri C6 flow cytometer (BD, San Jose, CA, USA).

### Sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and western blotting

SDS-PAGE and Western blotting were performed using methods that have been described in detail previously (Feng et al., 2016). The primary antibodies used were as follows: ALV-J-specific monoclonal antibody JE-9 (which was kindly provided by Prof. Aijian Qin, Yangzhou University, China) and mouse polyclonal anti-glyceraldehyde 3-phosphate dehydrogenase (anti-GAPDH; Bioworld Technology, Inc., USA). Goat anti-rabbit IgG (heavy and light chains (H+L))-horseradish peroxidase (HRP) and goat anti-mouse IgG (H+L)-HRP (Bioworld Technology, Inc., USA) served as secondary antibodies. The DF-1 cells were seeded in 6-well plates. When the cells grew to a density of 50% confluence, they were transfected, and then infected with ALV-J, as described above. After 3 days in culture, the DF-1 cells were subjected to the SDS-PAGE and Western blot analyses. Detection of HRP-conjugated secondary antibodies was performed using Western Lightning Chemiluminescence Reagent Plus (Perkin Elmer Life Sciences, Inc, Boston, MA, USA), and images were developed on X-ray films.

### Enzyme-linked immunosorbent assay (ELISA)

For the ELISA, the DF-1 cells were seeded in 96-well plates. When the cells grew to a density of 50% confluence, they were transfected, and then infected with ALV-J, as described above. At the indicated times (24, 48, 72, 96, and 120 h), the supernatants were collected. After three repetitions of freezing and thawing the supernatants, the ALV-J p27 protein expression level was measured using an ELISA ALV-J diagnosis kit, as described in the manufacturer's protocol (IDEXX, USA).

### Cell-counting kit-8 (CCK-8) assay

For the cell growth assays, DF-1 cells were seeded in 96-well plates. When the cells grew to a density of 50% confluence, they were transfected, and then infected with ALV-J, as described above. The viable cells were detected every 24 h using a CKK-8 (Dojindo, Kumamoto, Japan), in accordance with the manufacturer's protocol. Absorbance was measured using a Model 680 Microplate Reader (Bio-Rad, Hercules, California, USA) by optical density at a wavelength of 450 nm.

### Statistical analysis

Each experiment was performed in triplicate. The data are presented as the mean ± the standard error of the mean (SEM) of each set of three independent experiments. Where applicable, the statistical significance of the data was tested using one-sample or paired *t*-tests. The types of tests and the *P*-values, when applicable, are indicated in the figure legends.

## Results

### MIR-34b-5p is aberrantly upregulated in ALV-J-infected chickens

ALV-J, an oncogenic retrovirus, induces several leukemia-like proliferative diseases in the hemopoietic systems of chickens. Based on our previous miRNA sequencing data (GEO database accession numbers, GSE63676), miR-34b-5p was found to be significantly (*P* = 1.62E-71) upregulated in the spleens of ALV-J-infected chickens compared to the spleens of non-infected chickens (Figure 1A). In addition, RT-qPCR involving immune system-related tissues showed that the expression of miR-34b-5p was significantly increased (*P* = 0.0036 and *P* = 0.0197) in ALV-J-infected spleens and thymuses compared to non-infected spleens and thymuses, respectively (Figure 1B). 

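The miRNA sequencing compared the spleens of ALV-J-infected and non-infected Recessive White Rock broilers at 140 days old, with 1 small RNA library per group. The authors deposited, for each library, distinct sequences together with the number of reads that had each, without normalization. The ALV-J-infected library held 15227930 reads of 543062 distinct sequences, and the non-infected library held 12150275 reads of 569847 distinct sequences. All sequences were between 18 and 32 nt long, and the most frequent length was 22 nt in both libraries, a length typical of mature miRNAs. This length made up 35.4% of the reads in the ALV-J-infected library and 32.7% in the non-infected library. Reads of 20 to 24 nt made up 83.6% and 80.8%, respectively. The 10 most abundant sequences took 30.1% of the reads in the ALV-J-infected library and 29.3% in the non-infected library. Sequences seen in a single read made up 2.73% and 3.76% of the reads. The deposited sequences carry no miRNA names, and the paper's text does not state the alignment, the miRNA database or the normalization behind the FPKM axis of Figure 1A. Reads of miR-34b-5p were therefore found by comparison with its mature sequence, CAGGCAGTGTAGTTAGCTGATTG, as printed in Figure 3C. A read was counted when it began with the first 18 bases, CAGGCAGTGTAGTTAGCT, whatever its 3′ end, and the count was divided by all reads of the library and expressed as reads per 1000000 (RPM). The smallest share that 3 reads could show was 0.197 RPM in the ALV-J-infected library and 0.247 in the non-infected library. Intervals and these floors cover counting error only, because reads amplified by PCR are not independent molecules. With 1 library per group, differences have no replicate check, and a test on the reads compares the 2 libraries, not the infection states. Differences between birds, or between library preparations, cannot be told apart from infection.

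**Figure D1:**
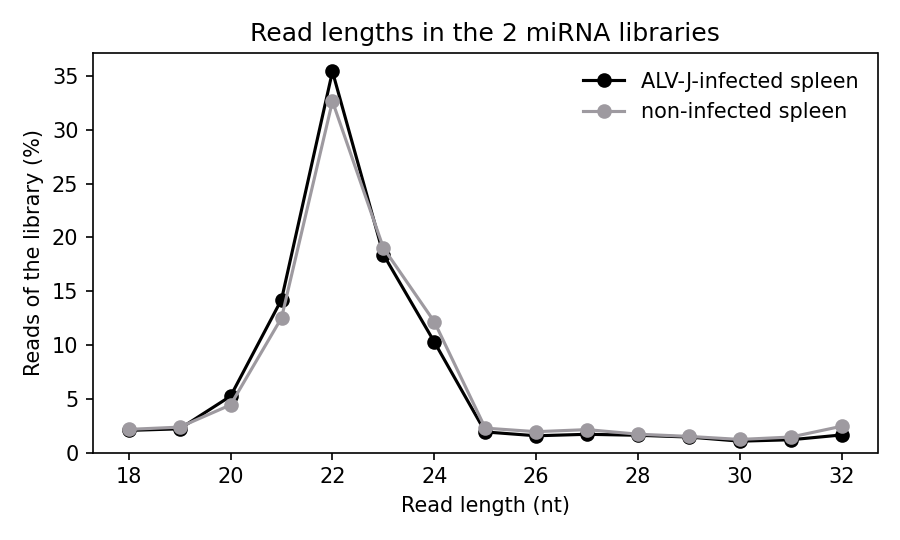
Share of the reads of each library (vertical axis, %) at each read length (horizontal axis, nt) in the ALV-J-infected and the non-infected spleen, 1 library each. Both libraries peak at 22 nt, with 35.4% of the reads in the infected and 32.7% in the non-infected spleen.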

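Reads that began with the first 18 bases of mature miR-34b-5p numbered 2 in the ALV-J-infected spleen and 2 in the non-infected spleen. These counts equal 0.131 RPM (95% Wilson interval 0.036 to 0.479) and 0.165 RPM (95% Wilson interval 0.045 to 0.600), respectively. Both values are below the smallest share that 3 reads could show. The log2 ratio of infected to non-infected was -0.33, with a 95% interval from -3.15 to 2.50, and no difference between the 2 libraries was detectable at this depth (two-sided Fisher's exact test on reads, p = 1). The count depended on where the read was required to begin. When reads beginning up to 2 bases before or after the first base of the mature sequence were included, there were 105 reads in the ALV-J-infected library and 16 in the non-infected library. These equal 6.90 RPM (95% Wilson interval 5.70 to 8.35) and 1.32 RPM (95% Wilson interval 0.811 to 2.14), a log2 ratio of 2.39 (two-sided Fisher's exact test on reads, p = 2.57e-13). Nearly all of these reads, 101 in the ALV-J-infected and 14 in the non-infected library, began 1 base inside the mature sequence, at its second base. These reads lack the first base of the mature sequence, and the sequences of the other miR-34 family members were not used here to tell them apart. From the miRNA sequencing, the paper states that miR-34b-5p was upregulated in the spleens of ALV-J-infected chickens.

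**Figure D2:**
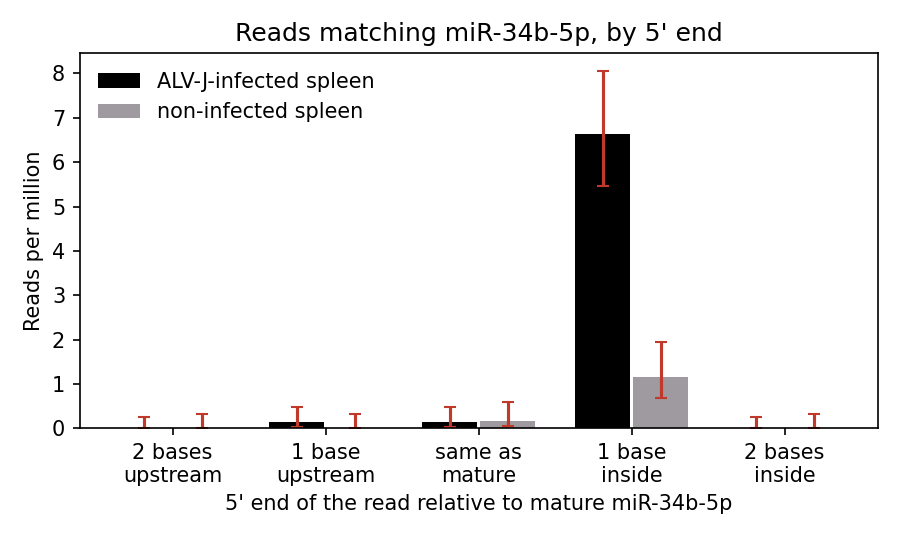
RPM (vertical axis) of reads that match miR-34b-5p, by the position of their 5′ end relative to the first base of the mature sequence (horizontal axis), in the ALV-J-infected and the non-infected spleen. Bars are the values of 1 library each and error bars are 95% Wilson intervals; reads beginning 1 base inside stand at 6.63 and 1.15 RPM, and those beginning at the first base at 0.131 and 0.165.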

In the liver, the expression of miR-34b-5p was also increased in ALV-J-infected chickens, although the difference was not significant (*P* = 0.09). These findings demonstrate that the expression of miR-34b-5p is significantly dysregulated in ALV-J-infected chickens and it might be involved in virus invasion.

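For the miRNA sequencing, the ratio between the 2 spleens was also calculated for all other sequences, to see how far miRNA-sized reads differed between these libraries. Of the 23148 sequences of 20 to 24 nt with at least 10 reads in the 2 libraries together, 3297 were at least 2-fold higher in the ALV-J-infected spleen and 1866 were at least 2-fold lower, with 0.5 reads added to each count. When reads were drawn at random between the libraries in proportion to their depth, a mean of 1084 sequences passed the same limit upward and 1060 downward over 100 draws, so part of these numbers is counting error at low counts. With trimmed mean of M-values or median-of-ratios factors, 2173 were higher and 2883 were lower. The direction with more sequences therefore depended on the normalization. With at least 100 reads and no such factors, 160 of 4452 sequences were higher and 157 were lower. Of the 5 largest increases among the sequences with at least 100 reads, 1 had a log2 ratio of 6.00, with 120 reads against 1. The others lay between 1.76 and 1.83. The 5 largest decreases lay between -9.17 and -11.25. These decreases and the increase of 6.00 belong to 16 sequences nearly confined to 1 library. For 12 of those 16, a sequence differing by a single base was present in the other library, so a difference in genotype or organism was not excluded. The most abundant sequences differed little. The 10 most abundant had log2 ratios from -0.42 to 0.26, among them TACCCTGTAGATCCGAATTTGT with 948265 reads in the infected and 630452 in the non-infected spleen. The exact mature sequence of miR-34b-5p, with 1 read in total, was below the minimum of 10 reads and received no rank among these sequences. Reads were then grouped by their first 18 bases. The reads beginning 1 base inside miR-34b-5p form the group AGGCAGTGTAGTTAGCTG, with 101 and 14 reads and a log2 ratio of 2.48 after 0.5 reads were added. Of 3760 groups with a similar number of reads (57.5 to 230 in total), 20 had a ratio as large or larger, which is 0.532%. The 20 include this group itself. The median log2 ratio of these groups was 0.29, and 95% of them lay between -1.34 and 1.35. Genes and sequences are not replicates, so this position describes these 2 libraries. The grouping was chosen after the reads had been examined.

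**Figure D3:**
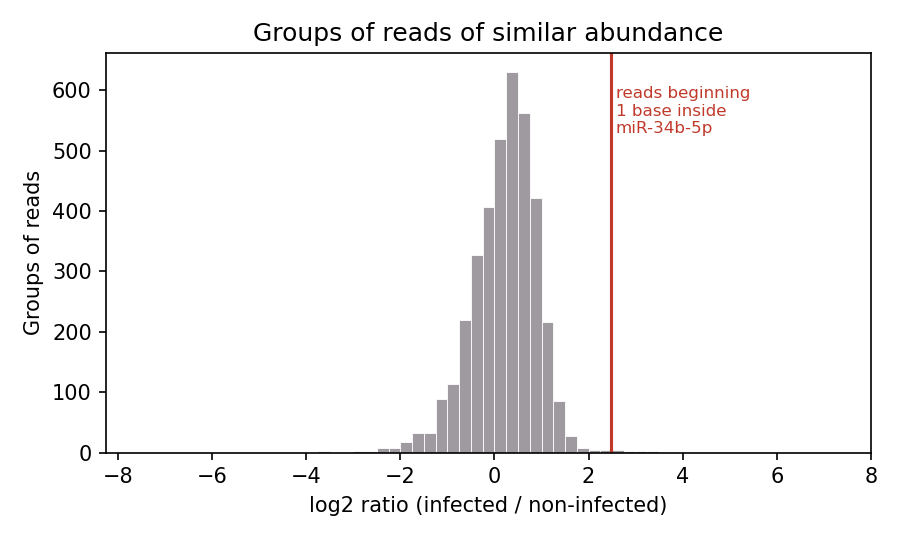
Number of groups of reads (vertical axis) by log2 ratio of infected to non-infected spleen (horizontal axis, bins of 0.25), for groups that share their first 18 bases and hold 57.5 to 230 reads in total. The line marks the reads beginning 1 base inside miR-34b-5p, at 2.48, beyond the upper limit of 1.35 that bounds 95% of the 3760 groups.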

**Figure 1:**
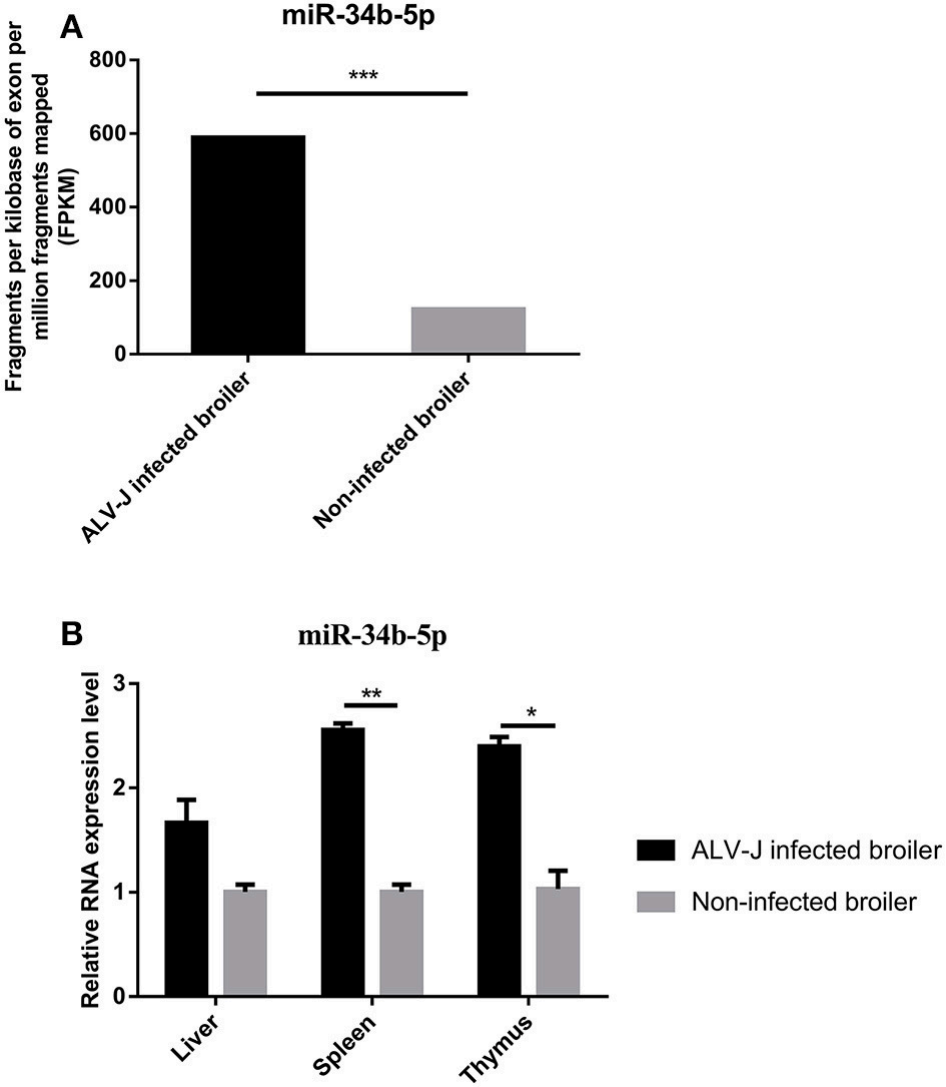
**Relative expression of miR-34b-5p in ALV-J-infected and non-infected tissues. (A)** MiRNA sequencing showed that miR-34b-5p was upregulated in the spleen of ALV-J-infected chickens. **(B)** RT-qPCR showed that the expression of miR-34b-5p was increased in immune system-related tissues (including the liver, spleen, and thymus) from ALV-J-infected chickens compared to those from non-infected chickens. RT-qPCR data are expressed as the fold change relative to the control (β-actin) gene. In both panels, each bar represents the mean ± the SEM of three independent experiments. Asterisks denote statistically significant differences: ^*^, ^**^, and ^***^ indicate *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively. ALV-J, Avian leukosis virus subgroup J; miRNA, microRNA; RT-qPCR, real-time quantitative polymerase chain reaction; SEM, standard error of the mean.

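Expressed per kilobase of the 23-nt mature sequence and per 1000000 reads of the library, reads beginning with the first 18 bases of miR-34b-5p gave 5.71 in the ALV-J-infected spleen and 7.16 in the non-infected spleen. Reads beginning up to 2 bases before or after the first base gave 299.8 and 57.3, respectively. Nearly all of these reads lack the first base of the mature sequence, and their origin was not determined. Each value comes from 1 library, so it carries no standard error of the mean. The paper's text does not state the length and the read total behind the FPKM axis of panel A.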

### MIR-34b-5p promotes cell proliferation and migration and modulates cell cycle progression in ALV-J-infected DF-1 cells

Previous studies demonstrated that miRNAs can affect various aspects of cancer biology, including cell proliferation, migration, and apoptosis (Zhao et al., 2014; Shi W. et al., 2016). To explore the role of miR-34b-5p on ALV-J infection, we investigated its influence on cellular processes in ALV-J-infected cells. Firstly, we transiently transfected an miR-34b-5p mimic or a negative control mimic (empty plasmid; miR-NC) into DF-1 cells. After 12 h in culture media, the transfected DF-1 cells were infected with ALV-J, and then cell proliferation and migration analyses were carried out. The result of the CCK-8 assay showed that overexpression of miR-34b-5p could significantly (at *P* < 0.05 or *P* < 0.01) promote the proliferation of ALV-J-infected cells compared to miR-34b-5p negative control (miR-NC) at 24~96 h after the ALV-J infection (Figure 2A). Moreover, using flow cytometry, we found that overexpression of miR-34b-5p significantly increased the number of cells in S phase (*P* < 0.001) and reduced the number of cells in G2 phase (*P* < 0.05) compared to the negative control group (Figure 2B).

**Figure 2:**
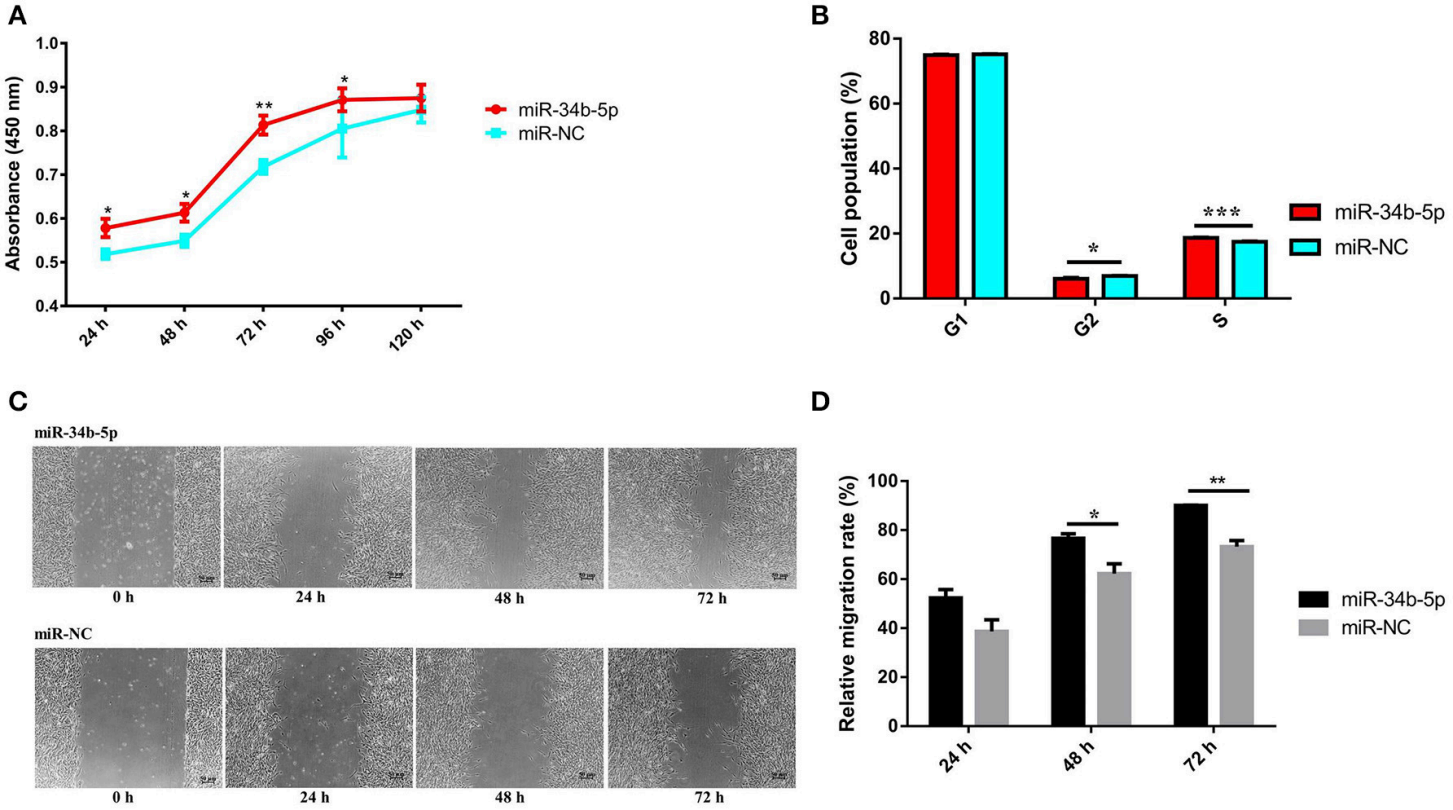
**Overexpression of miR-34b-5p promotes the proliferation and migration of ALV-J-infected DF-1 cells and it accelerates G1 to S phase transition**. Twelve hours after transfected with miR-34b-5p mimic or mi-NC, the transfected DF-1 cells were infected with ALV-J at TCID_50_. **(A)** Cell growth was significantly increased after miR-34b-5p mimic transfection compared to the control cells (*n* = 6). **(B)** Overexpression of miR-34b-5p resulted in an increased proportion of cells in the S phase and a decreased proportion of cells in the G2 phase. **(C)** Representative images of the wound healing assay at 0, 24, 48, and 72 h after ALV-J infection in miR-34b-5p mimic or mi-NC transfected DF-1 cell. **(D)** Quantification of wound healing assay at 24, 48, and 72 h after ALV-J infection. In panel **A**, the results were confirmed by three independent experiments with six (cell number) samples per treatment. In panels **(B–D)**, each bar represents the mean ± the SEM of three independent experiments. Asterisks denote statistically significant differences: ^*^, ^**^, and ^***^ indicate *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively. ALV-J, Avian leukosis virus subgroup J; mi-NC, mimic-negative control (empty plasmid); UTR, untranslated region; SEM, standard error of the mean; TCID_50_, 50% tissue culture infectious dose.

Subsequently, to assess the effect of miR-34b-5p overexpression on the cell migration, a wound healing assay was performed in ALV-J-infected DF-1 cells. We found that the migration rate of DF-1 cells transfected with miR-34b-5p mimics was significantly increased (*P* < 0.05 and *P* < 0.01 at 48 and 72 h after the ALV-J infection, respectively) compared to the negative control group (Figures 2C,D). Taken together, our data suggested that miR-34b-5p promotes the growth of ALV-J-infected DF-1 cells by accelerating their proliferation and migration.

### *MDA5* is a direct target of miR-34b-5p

Our previous RNA sequencing data (GSE63226) demonstrated that *MDA5* was significantly downregulated (*P* = 1.34E-06) in the spleens of ALV-J-infected chickens compared to non-infected chickens (Figure 3A). The RT-qPCR results revealed that the expression of *MDA5* was significantly downregulated in immune system-related tissues including the livers (*P* = 0.046), spleens (*P* = 0.0022), and thymuses (*P* = 0.022) of ALV-J-infected chickens compared to those from non-infected chickens (Figure 3B). In addition, miR-34b-5p had a contrasting expression pattern in ALV-J-infected chickens compared to non-infected chickens (Figures 1, 3A,B). Using miRNA target prediction software, miRDB (http://www.mirdb.org/miRDB) (Wong and Wang, 2015), *MDA5* was predicted to be a potential target gene for miR-34b-5p. The miR-34b-5p mature sequence and its binding seed sequence in *MDA5* are shown in Figure 3C. To confirm whether miR-34b-5p directly targets the 3′ UTR of *MDA5*, a dual-luciferase reporter gene assay was carried out in DF-1 cells. The transfection efficiency analysis showed that 50 and 100 nM of an miR-34b-5p mimic could significantly (*P* = 0.019) and highly significantly (*P* = 0.0027) decrease the *MDA5* expression levels in DF-1 cells at 48 h after transfection, respectively (Figure 3D). Therefore, we co-transfected 100 nM miR-34b-5p mimic or mi-NC into DF-1 cells with reporter vectors. The dual luciferase assay showed that the wild-type group (WT-*MDA5*-3′UTR) induced a significant decrease (*P* < 0.05) in luciferase activity compared to the control group, whereas no significant difference was observed between the mutant-type group (MT-*MDA5*-3′UTR) and control group (Figure 3E). Taken together, these results suggested that *MDA5* is a direct target of miR-34b-5p.

**Figure 3:**
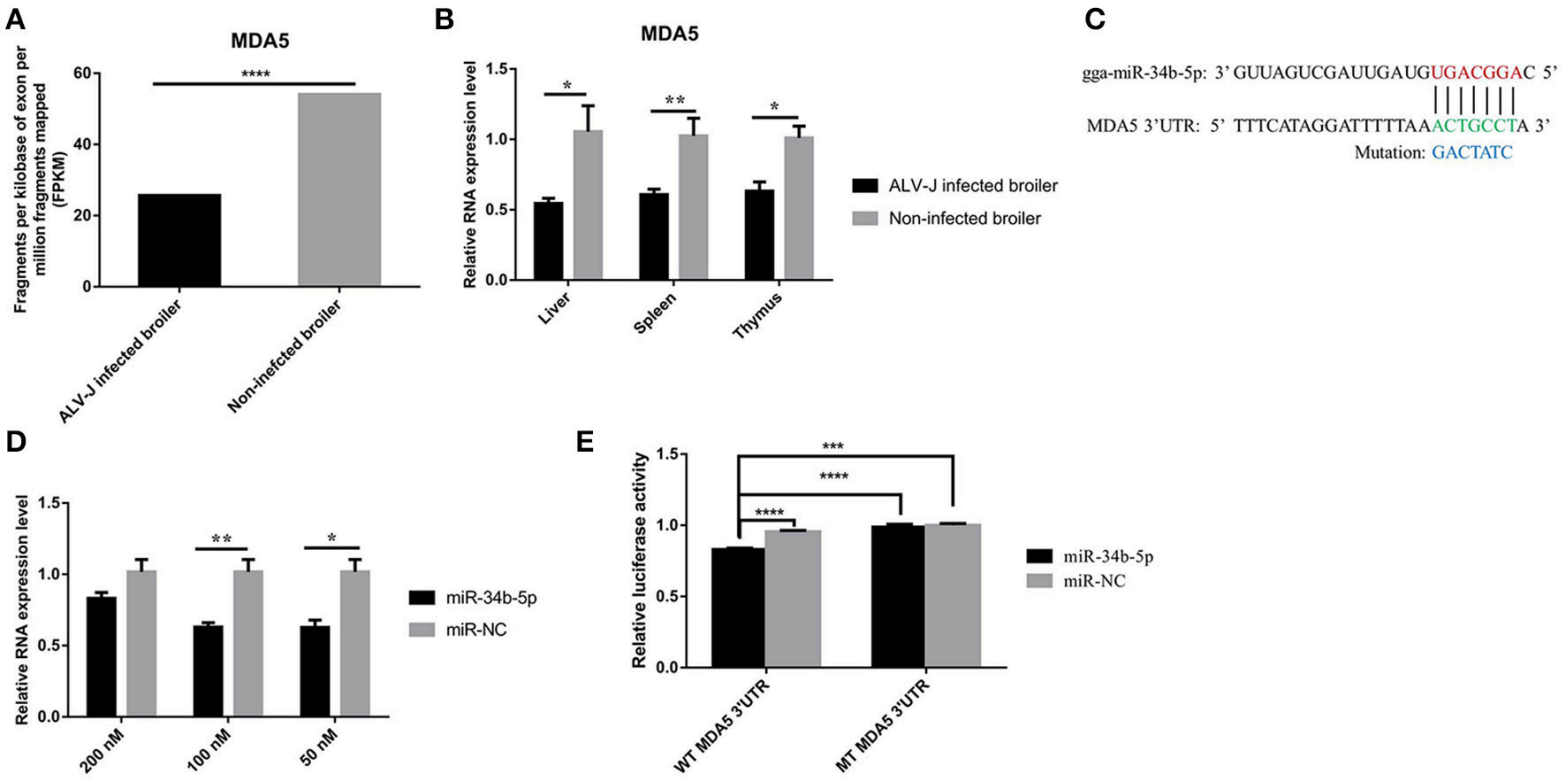
**MDA5 is a direct target of miR-34b-5p. (A)** RNA sequencing showed that the expression of *MDA5* was downregulated in the spleens of ALV-J-infected chickens. **(B)** RT-qPCR showed that the expression of *MDA5* was decreased in immune system-related tissues (including the liver, spleen, and thymus) from ALV-J-infected chickens compared to those from non-infected chickens. **(C)** MiR-34b-5p binding site in the 3′ UTR of chicken *MDA5* mRNA (in green). The mutation sequence in the miR-34b-5p binding site is highlighted in blue. **(D)** 100 and 50 nM miR-34b-5p mimic could significantly decrease the expression of *MDA5* mRNA in DF-1 cells at 48 h after transfection. **(E)** The luciferase assay was conducted by cotransfecting wildtype or mutant *MDA5* 3′ UTR with 100 nM miR-34b-5p mimic or mi-NC into DF-1 cells. Firefly luciferase activity for each sample was normalized to Renilla luciferase activity. In all panels, the data shown are the mean ± the SEM of three independent experiments. Asterisks denote statistically significant differences: ^*^, ^**^, ^***^, and ^****^ indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively. ALV-J, Avian leukosis virus subgroup J; *MDA5*, melanoma differentiation-associated gene 5; mi-NC, mimic-negative control (empty plasmid); UTR, untranslated region; RT-qPCR, real-time quantitative polymerase chain reaction; SEM: standard error of the mean.

### *MDA5* mediates the effect of miR-34b-5p on cell proliferation and migration

To explore whether the effect of miR-34b-5p on cell processes in ALV-J-infected cells was mediated by *MDA5*, we performed CCK-8, cell cycle and wound healing assays in *MDA5* overexpression and knockdown DF-1 cells. Overexpression of *MDA5* significantly inhibited (*P* ≤ 0.01) cell proliferation compared to the control group at 24–120 h after the ALV-J infection (Figure 4A). However, *MDA5* knockdown significantly promoted (*P* ≤ 0.05) cell proliferation at 48–120 h after the ALV-J infection (Figure 4B). On the other hand, *MDA5* overexpression significantly (*P* < 0.001) decreased the proportion of ALV-J-infected cells at S phase but notably increased the proportion of cells at G1 phase (*P* < 0.0001) and G2 phase (*P* < 0.05) compared to the control group (Figure 4C). In contrast, knockdown of *MDA5* using siRNA led to a significant (*P* < 0.01) elevation in the proportion of cells at S phase, and a clear reduction in the proportion of cells at G1 phase (*P* < 0.05) or G2 phase (*P* < 0.01; Figure 4D). Moreover, the migration rate of DF-1 cells that overexpressed *MDA5* was significantly decreased (*P* ≤ 0.01) compared to that in the control group (Figures 4E,F). In contrast, the migration rate of *MDA5* knockdown cells was significantly increased (*P* ≤ 0.01) compared to those transfected with the small interfering RNA negative control (si-NC; Figures 4G,H). These results indicated that miR-34b-5p might modulate the proliferation, migration, and cell cycle of ALV-J-infected DF-1 cells by targeting *MDA5*.

**Figure 4:**
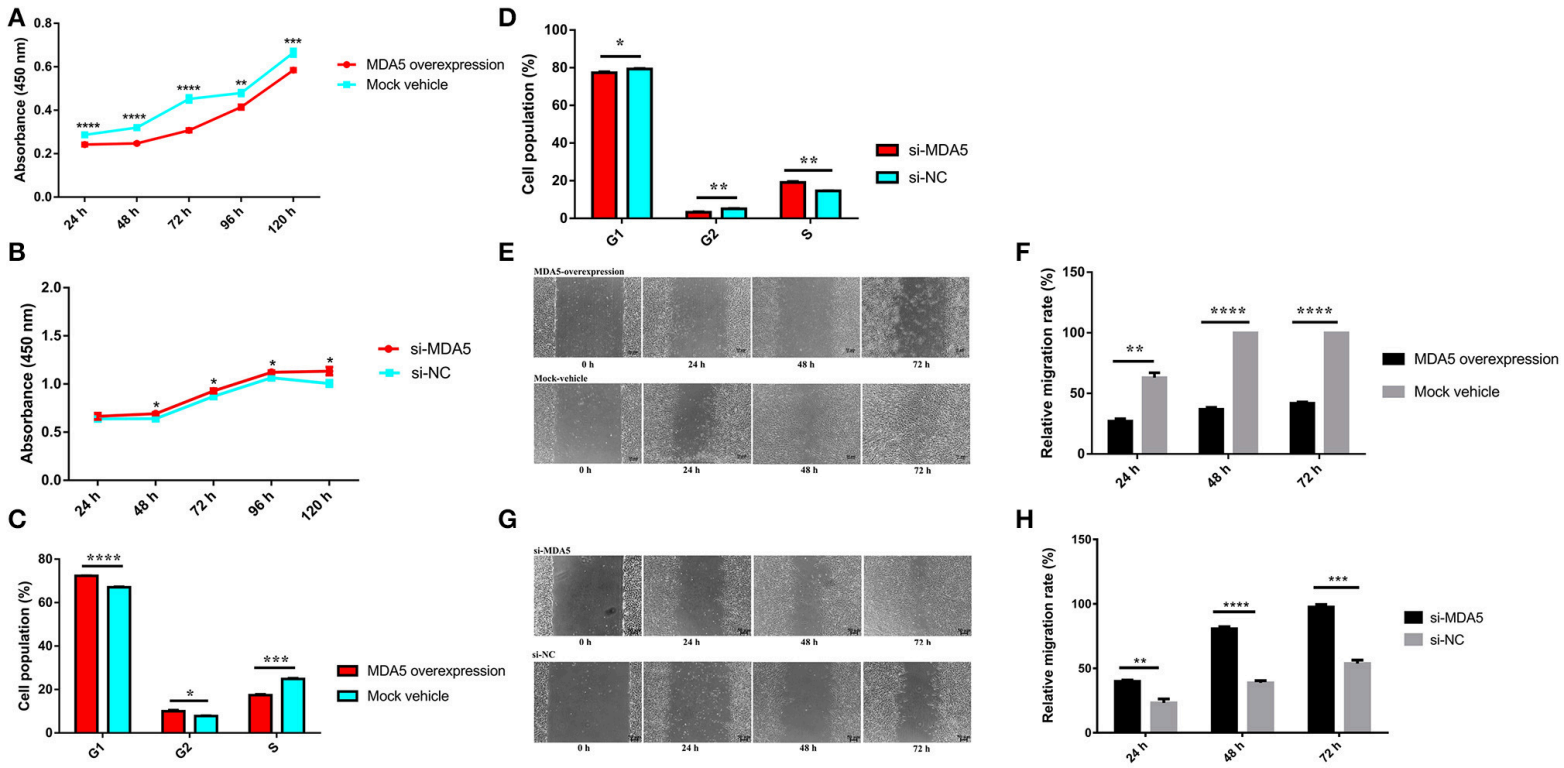
**MDA5 mediates the effects of miR-34b-5p on the proliferation, cell cycle, and migration of ALV-J-infected DF-1 cells. (A)** Cell growth was significantly reduced after the transfection of an *MDA5* overexpression plasmid compared to control cells (*n* = 6). **(B)** Cell growth was significantly increased after the transfection of a siRNA targeted against the *MDA5* gene compared to control cells (*n* = 6). **(C)** Overexpression of *MDA5* resulted in increased proportions of cells in the G1 and G2 phases and a decreased proportion of cells in the S phase. **(D)** Knockdown of *MDA5* resulted in an increased proportion of cells in the S phase and decreased proportions of cells in the G1 and G2 phases. **(E)** Representative images of the wound healing assay at 0, 24, 48, and 72 h after the ALV-J infections with *MDA5* overexpression in DF-1 cells. **(F)** Quantification of the wound healing assay of *MDA5* overexpression at 24, 48, and 72 h after the ALV-J infections. **(G)** Representative images of the wound healing assay at 0, 24, 48, and 72 h after the ALV-J infections in *MDA5* knockdown DF-1 cells. **(H)** Quantification of the wound healing assay in *MDA5* knockdown DF-1 cells. In panels **(A,B)**, the results were confirmed by three independent experiments with six (cell number) samples per treatment. In panels **(C,D,F,H)**, the data shown are the mean ± the SEM from three independent experiments. Asterisks denote statistically significant differences: ^*^, ^**^, ^***^, and ^****^ indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively. ALV-J, Avian leukosis virus subgroup J; *MDA5*, melanoma differentiation-associated gene 5; SEM, standard error of the mean; siRNA, small interfering RNA.

### *MDA5* can detect ALV-J infections and trigger the MDA5 signaling pathway

The ALV RNA genome has a typical slowly-transforming replication-competent structure: 5′ R-U5-*gag-pol-env*-U3-R 3′ that contains three coding genes: *Gag, Pol*, and *Env*. The *env* gene codes for an envelope glycoprotein that determines subgroup specificity, neutralization, and receptor binding (Pan et al., 2012). When miR-34b-5p was normal expression (Figure 5A), the expression level of *MDA5* was upregulated (Figure 5B) at 16, 24, and 48 h after infection compared to at 2 h after infection. In DF-1 cells infected with ALV-J, we found that the expression of the *Env, Gag and Pol* mRNA was significantly upregulated at 16, 24, and 48 h after infection compared to at 2 h after infection (*P* < 0.05; Figures 5C–E). To investigate whether chicken MDA5 signaling pathway was able to detect ALV-J infections and then to initiate and amplify an innate immune response, RT-qPCR was used to measure the changes in the expression of innate and antiviral genes in the MDA5 signaling pathway during ALV-J infections. The results showed that the levels of all the mRNA, including those associated with *IPS-1, IRF-3, IFN*β*, PKR, OAS, Mx1*, and *MHC class I* were upregulated at 24 and 48 h after infection compared to at 2 h after infection (Figures 5F–L). In contrast, after overexpression of miR-34b-5p by miRNA mimic (Supplementary Figure 1A) and following inoculation with TCID_50_ of ALV-J, the expression level of *MDA5* was downregulated (Supplementary Figure 1B) in miR-34b-5p overexpression DF-1 cells compared with negative control (NC) group at 2-48 h ALV-J infection time points. In addition, the mRNA expression of ALV-J related genes, including *Env, Gag* and *Pol* (Supplementary Figures 1C–E, respectively) were upregulated in miR-34b-5p overexpression DF-1 cells compared with NC group during at 2–48 h ALV-J infection time points. Moreover, the mRNA expression of MDA5 signaling pathway-related innate and antiviral genes (*IPS-1, IRF-3, IFNB, PKR, OAS, MX1, MHC class 1*) were downregulated compared with control (Supplementary Figures 1F–L). These findings indicate that miR-34b-5p suppresses MDA5 signaling pathway to promote ALV-J replication.

**Figure 5:**
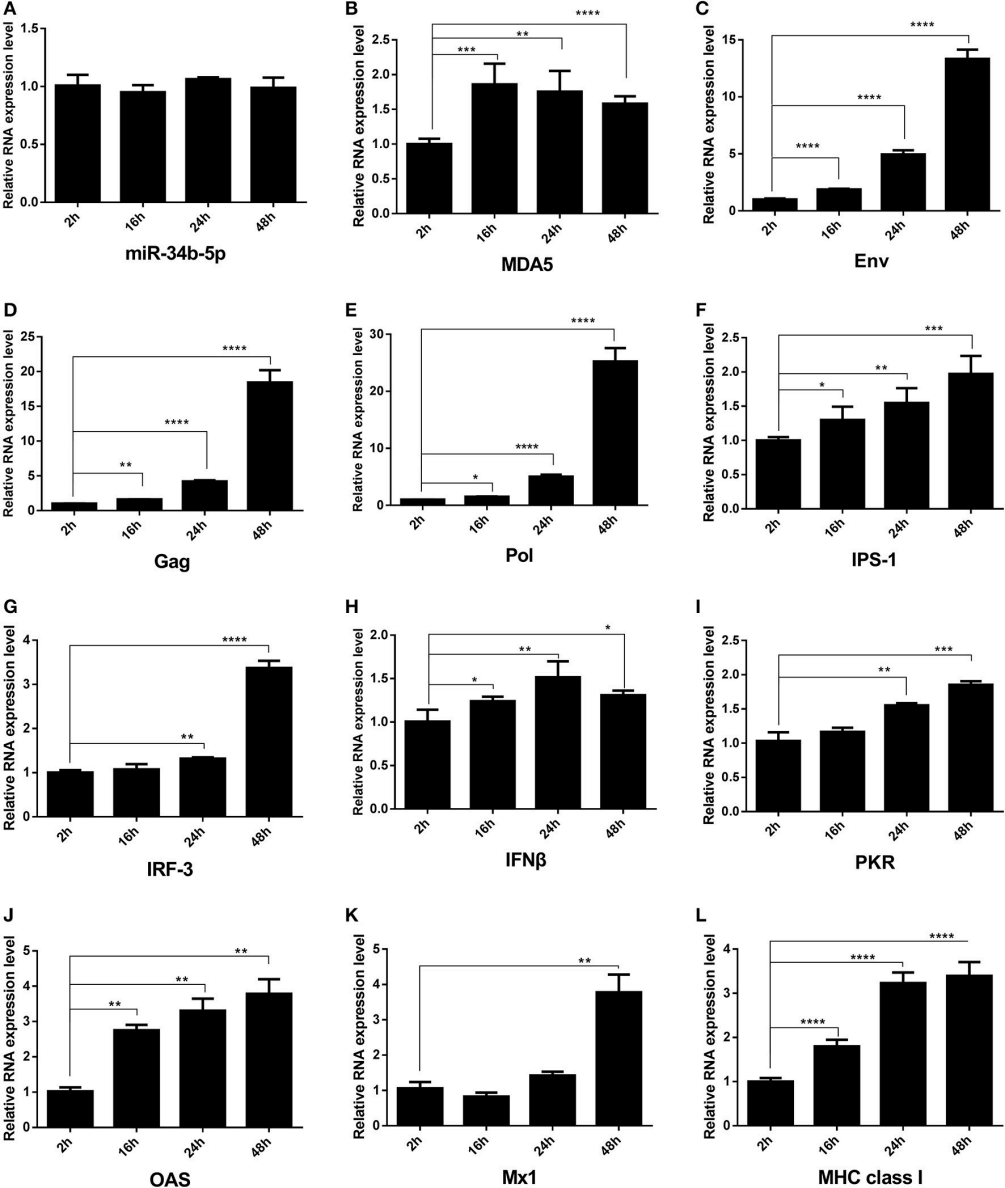
**The expression of mRNA of ALV-J ***env gag, pol*** and MDA5 signaling pathway-related innate and antiviral genes in chicken DF-1 cells during ALV-J infections**. DF-1 cells were infected with ALV-J at TCID_50_. The change in the expression of **(A)** miR-34b-5p, **(B)** *MDA5*, **(C)** *Env*, **(D)** *gag*, **(E)** *Pol*, **(F)** *IPS-1*, **(G)** *IRF-3*, **(H)** *IFN*β, **(I)** *PKR*, **(J)** *OAS*, **(K)** *Mx1*, and **(L)** *MHC class I* in ALV-J-infected DF-1 cells from 2 to 48 h after the infection. In all panels, each bar represents the mean ± the SEM of three independent experiments. Asterisks denote statistically significant differences: ^*^, ^**^, ^***^, and ^****^ indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively. ALV-J, Avian leukosis virus subgroup J; *IFN*β, interferon-β; *IPS*-1, interferon-β promoter stimulator 1; *IRF-3*, interferon regulatory factor-3; *MDA5*, melanoma differentiation-associated gene 5; *MHC*, major histocompatibility complex; *Mx1*, myxovirus (influenza virus) resistance 1, interferon-inducible protein p78 (mouse); *OAS*, 2′, 5′-oligoadenylate synthetase; *PKR*, double-stranded RNA-dependent protein kinase; SEM, standard error of the mean; TCID_50_, 50% tissue culture infectious dose.

To further elucidate the function of *MDA5* on the MDA5 signaling pathway and ALV-J replication, ectopic expression, and knockdown of *MDA5* was carried out in DF-1 cells. In DF-1 cells that overexpressed *MDA5*, the mRNA and protein expression of *Env* and the ALV-J virion secretion were significantly suppressed (*P* ≤ 0.05) and the mRNA expression of genes in the MDA5 signaling pathway was significantly upregulated (*P* ≤ 0.05; Figures 6A–D). In contrast, after knockdown of *MDA5* by siRNA, the mRNA and protein expression of *env* were upregulated (*P* < 0.05; Figures 6E,F). The expression of genes in the MDA5 signaling pathway was significantly downregulated (*P* ≤ 0.05), and sample-to-positive ratios of virion secretion in the supernatants were elevated at 4 and 5 days after the infection (*P* ≤ 0.05; Figures 6G,H). These data suggest that *MDA5* can recognize ALV-J infections and initiate and amplify an innate immune response via the MDA5 signaling pathway in chickens.

**Figure 6:**
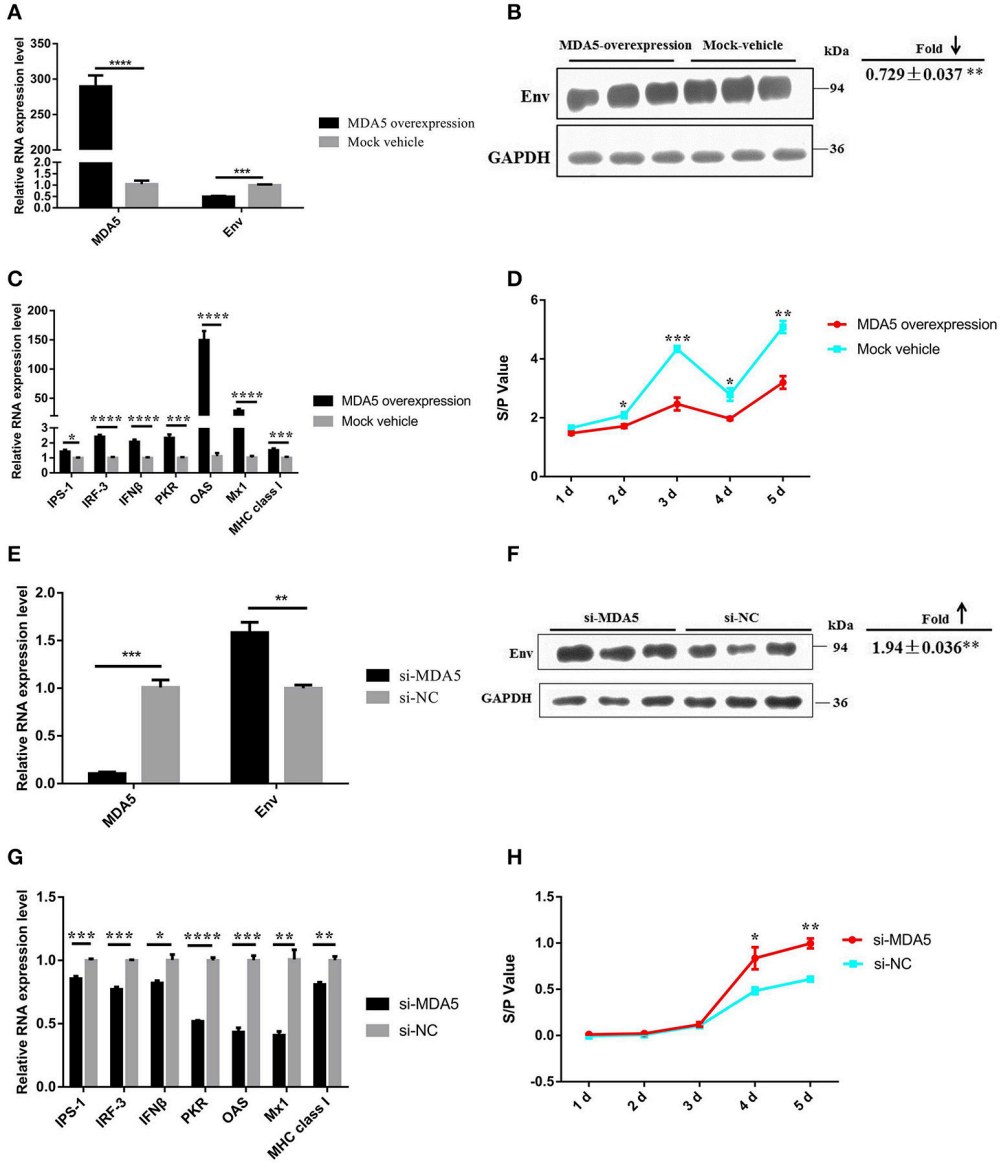
*****MDA5*** can detect ALV-J infections and trigger the MDA5 signaling pathway**. The expression of ALV-J *env* **(A)** mRNA and **(B)** protein were downregulated in DF-1 cells that overexpressed *MDA5* 3 days after the ALV-J infections. **(C)** The mRNA expression of MDA5 signaling pathway-related innate and antiviral genes was upregulated in DF-1 cells that overexpressed *MDA5*. **(D)** The sample-to-positive ratio of virion secreted in the supernatants was downregulated in DF-1 cells that overexpressed *MDA5* (*n* = 6). The expression of ALV-J *env* (**E**) mRNA and (**F**) protein were upregulated in *MDA5* knockdown DF-1 cells. **(G)** The mRNA expression of MDA5 signaling pathway-related innate and antiviral genes was downregulated in *MDA5* knockdown DF-1 cells. **(H)** The sample-to-positive ratio of virion secreted in the supernatants was upregulated after *MDA5* knockdown by siRNA (*n* = 6). In panels **(A–C,E–G)**, the data shown are the mean ± the SEM from three independent experiments. In panels **(D,H)**, the results were confirmed by three independent experiments with six (cell number) samples per treatment. Asterisks denote statistically significant differences: ^*^, ^**^, ^***^, and ^****^ indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively. ALV-J, Avian leukosis virus subgroup J; *MDA5*, melanoma differentiation-associated gene 5; SEM, standard error of the mean; siRNA, small interfering RNA.

### MIR-34b-5p modulates the MDA5 signaling pathway and promotes ALV-J replication

As our findings suggested that miR-34b-5p might promote the proliferation and migration of ALV-J-infected DF-1 cells by targeting *MDA5*, we assessed the effects of miR-34b-5p overexpression on the MDA5 signaling pathway to explore the mechanism by which miR-34b-5p contributes to ALV-J infections. In DF-1 cells that overexpressed miR-34b-5p, the mRNA and protein expression level of *Env* were significantly elevated 3 days after the infection (*P* < 0.01; Figures 7A,B). Moreover, ectopic expression of miR-34b-5p significantly inhibited the expression of genes in the MDA5 signaling pathway, including *MDA5, IPS-1, IFN*β, *OAS, Mx1*, and *MHC class I* (*P* ≤ 0.05), in ALV-J-infected DF-1 cells (Figures 7A,C). The sample-to-positive ratio of virion secreted in the supernatants was also significantly upregulated (*P* ≤ 0.05) in DF-1 cells that overexpressed miR-34b-5p during ALV-J infections (Figure 7D). These data indicate that miR-34b-5p targets *MDA5* to modulate the MDA5 signaling pathway and further promote ALV-J replication.

**Figure 7:**
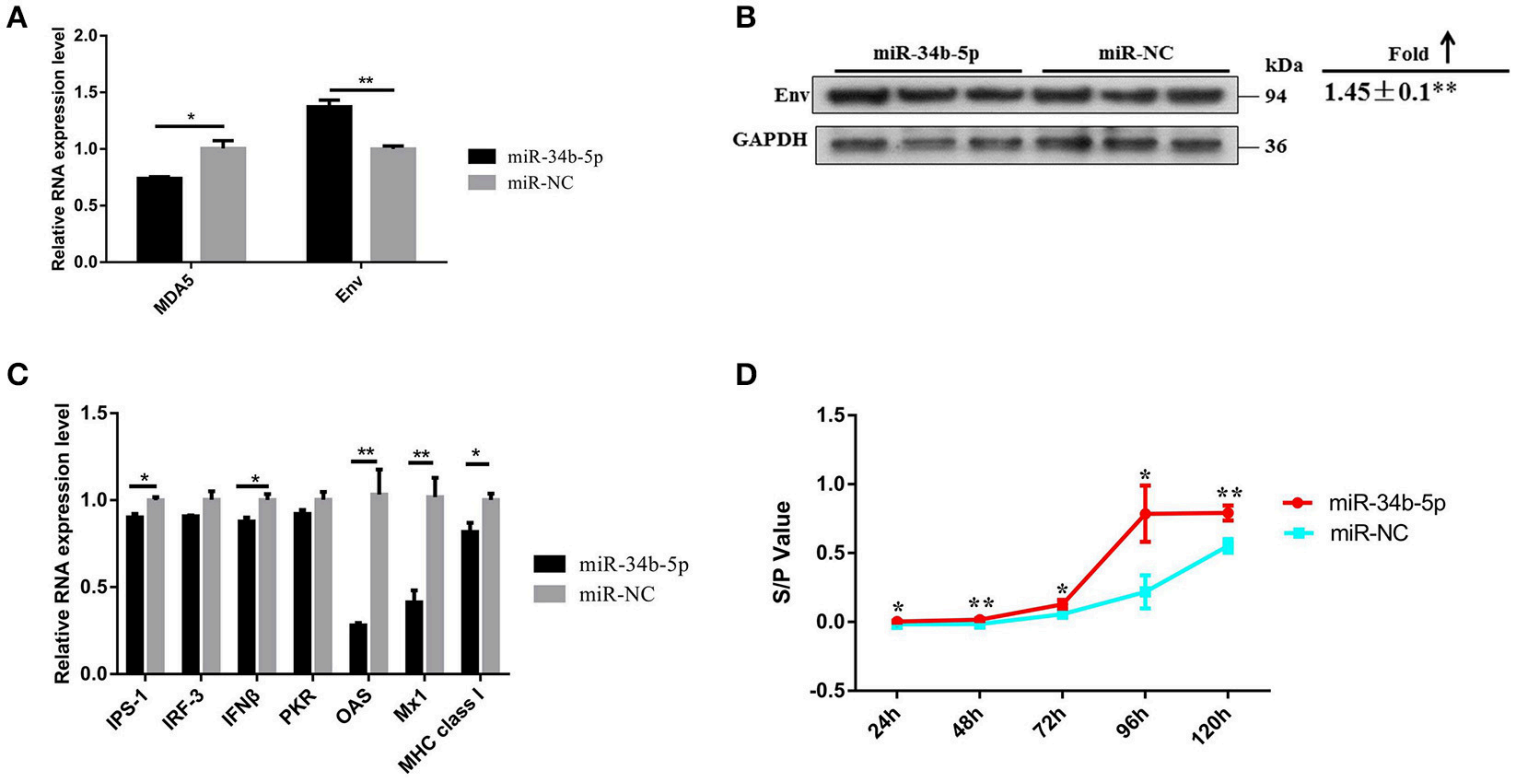
**Overexpression of miR-34b-5p suppresses the MDA5 signaling pathway and promotes ALV-J replication**. The **(A)** mRNA and **(B)** protein expression level of *env* were upregulated in DF-1 that overexpressed miR-34b-5p cells 3 days after the ALV-J infections. **(C)** The expression of mRNA of MDA5 signaling pathway-related innate and antiviral genes was downregulated in DF-1 cells that overexpressed miR-34b-5p. **(D)** The sample-to-positive ratio of virion secreted in supernatants was upregulated in DF-1 cells that overexpressed miR-34b-5p (*n* = 6). In panels **(A–C)**, the values are expressed as the mean ± the SEM of three independent experiments. In panel **(D)**, the results were confirmed by three independent experiments with six (cell number) samples per treatment. Asterisks denote statistically significant differences: ^*^ and ^**^ indicate *P* < 0.05 and *P* < 0.01, respectively. ALV-J, Avian leukosis virus subgroup J; *MDA5*, melanoma differentiation-associated gene 5; SEM, standard error of the mean.

## Discussion

We found that the expression of miR-34b-5p was increased in ALV-J-infected tissues and that ectopic expression of miR-34b-5p accelerated the proliferation and migration of ALV-J-infected cells by targeting *MDA5. In vitro* experiments revealed that the MDA5 signaling pathway, ALV-J related gene expression, and virion secretion can be regulated by miR-34b-5p. Accumulated evidence has indicated that miRNAs are involved in tumor development, and aberrant miRNA expression is closely associated with tumorigenesis (Zhang et al., 2007; Asangani et al., 2008; Lovat et al., 2011; Tomasetti et al., 2016). To date, several miRNAs, including gga-miR-221, gga-miR-222, gga-miR-23b, gga-miR-375, gga-miR-125b, gga-miR-1650, gga-miR-193a, gga-miR-193b, gga-let-7b, gga-let-7i, gga-miR-458, gga-miR-1456, gga-miR-1704, gga-miR-1777, gga-miR-1790, and gga-miR-2127, have been reported to be associated with tumorigenesis and the aberrant expression of the retrovirus, ALV-J (Li et al., 2012; Wang et al., 2013a,b; Li H. et al., 2014; Dai et al., 2015; Li et al., 2015). Our previous miRNA sequencing data indicated that miR-34b-5p expression was increased in ALV-J-infected spleens. 

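The ends of the reads were examined in the ALV-J-infected and non-infected spleens. The exact 23-nt mature sequence had 0 reads in the infected and 1 read in the non-infected library. With up to 1 mismatch allowed in the first 18 bases, the counts were 2 and 2. Of the reads beginning 1 base inside the mature sequence, the most frequent was AGGCAGTGTAGTTAGCTGATTGC, with 47 reads in the infected and 8 in the non-infected library, followed by AGGCAGTGTAGTTAGCTGATTGT with 28 reads and 1 read. In total, 53 reads in the infected and 9 in the non-infected library carried C directly after the last base of the mature sequence, a log2 ratio of 2.17 with 0.5 reads added (two-sided Fisher's exact test on reads, p = 1.02e-06). Reads carrying T at that place numbered 33 and 1, a log2 ratio of 4.16 (two-sided Fisher's exact test on reads, p = 7.41e-08). A difference between the 2 libraries in the proportion of C to T was not detectable (two-sided Fisher's exact test, p = 0.0921), with few reads on the non-infected side, 9 with C and 1 with T. Reads with 1 further base upstream of the mature sequence numbered 2 in the infected and 0 in the non-infected library.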

We confirmed these results in the present study and discovered that miR-34b-5p also was upregulated in other immune system-related tissues.

MiR-34b-5p is a member of the miR-34 family. Previous studies have suggested that members of the miR-34 family may act as tumor suppressors (He et al., 2007; Hermeking, 2010). However, most previous studies have been focused on two other members of this family, miR-34a and miR-34c. It has been well-documented that miR-34b-5p is involved in the regulation of spermatogenesis (Smorag et al., 2012; Sakurai et al., 2015). In addition, the miR-34b-5p/Notch1 pathway was reported to be important for the oncogenesis involved in minimal deviation adenocarcinoma (Lee H. et al., 2014). To our knowledge, this study is the first study to demonstrate that miR-34b-5p may be involved in the pathogenesis of ALV-J, as it appears to affect many aspects of cancer biology, such as cell proliferationand cell cycle progression. We further investigated the biological functions of miR-34b-5p using an overexpression experiment (Zhao et al., 2015; Shi B. et al., 2016). The functional investigation demonstrated that ectopic expression of miR-34b-5p could accelerate cell proliferation and migration in ALV-J-infected cells. The cell cycle comprises three phases: G1, which involves preparation for DNA synthesis; S, which involves DNA synthesis; and G2, which involves preparation for mitosis (Zhang et al., 2009). We found that miR-34b-5p overexpression increased the proportion of cells in S phase and reduced the proportion of cells in G2 phase, suggesting that it can induce cells from the G1 to the S phase.

It is well-known that each miRNA can regulate up to hundreds of target genes (Lewis et al., 2005). The use of prediction software revealed that miR-34b-5p may have an effect on a large number of target genes. Among these, three oncogenes, *Notch1, c-Met*, and *CDK6*, have been confirmed to be targets of miR-34b-5p (Smorag et al., 2012; Lee C. C. et al., 2014; Li et al., 2016). We predicted that the *MDA5* gene was a target of miR-34b-5p using miRDB software and integrative analyses of our previous RNA and small RNA sequencing data (GEO database, accession numbers, GSE63226 and GSE63676, respectively). Subsequently, we confirmed this prediction using RT-qPCR and a dual-luciferase reporter assay.

The PRRs of host innate immune system, including Toll-like receptors (TLRs), retinoic acid-inducible gene I-like helicases (RLHs), and nucleotide-oligomerization domain-like receptors (NLRs), can detect viral infections and evoke antiviral responses by producing type I IFNs. *MDA5* belongs to the RLH family and it is able to detect viral RNA in the cytoplasm (Pichlmair et al., 2006). The domain architecture of chicken *MDA5* comprises two caspase recruitment domains (CARDs), a restriction enzyme domain type 3 (RES III), a helicase conserved C-terminal domain (helicase-C), and a retinoic acid-inducible gene I C-terminal regulatory domain (RIG-I-C-RD) (Lee et al., 2012) During a viral infection, MDA5 detects viral RNA that has a helicase domain and transmits a signal via CARDs. The activated CARDs associate with an adaptor protein, *IPS-1*, and this leads to the recruitment and activation of both canonical and non-canonical inhibitors of NF-κB kinase (IKK) complexes. Furthermore, the activated IKK complexes mediate the phosphorylation of IRF-3, which induces the formation of homodimers and/or heterodimers. The functional IRF dimers translocate to the cell nucleus and interact with IFN-stimulated response elements (ISREs), which leads to the transcription of *IFN*β and a set of IFN-inducible genes (*PKR, OAS, Mx1*, and *MHC class I*; Kato et al., 2006; Takeuchi and Akira, 2008; Karpala et al., 2011).

Our results showed that in the natural infection in tissues of broilers caused by ALV-J, the expression level of miR-34b-5p was aberrantly upregulated (Figures 1A,B); whereas, the expression level of its target gene *MDA5* was significantly down-regulated (Figures 3A,B). On the other hand, in DF-1 cells infected ALV-J, when miR-34b-5p was normally expressed (Figure 5A), the expression level of MDA5 was up-regulated at 16 h, 24 h, 48 h compared with 2 h after ALV-J infection (Figure 5B). These differences in the expression levels could possibly be due to the subject of time after ALV-J infection between the tissues (spleen) and DF-1 cells i.e., the time of spleen-infected broiler was longer (140-day-old spontaneous infectious broilers) than those in DF-1 cells infected for not more than 48 h. It has been reported that the ALV-J viral stock could cause fibroblastic sarcoma in chickens within 14 days but gave rise to a moderate transformation in the culture of primary chicken embryonic fibroblast cells (Wang et al., 2015). In order to confirm the assumption above, we carried out miR-34b-5p mimic transfection in DF-1 and then infected with ALV-J, after miR-34b-5p mimic transfection, the RNA expression level of miR-34b-5p was significantly upregulated than that in NC group (Supplementary Figure 1A). In addition, when miR-34b-5p was overexpressed, the expression level of *MDA5* was downregulated than that in NC group (Supplementary Figure 1B). These results (ALV-J-infected DF-1 cells with miR-34b-5p overexpression; Supplementary Figure 1A,B) are consistent with natural ALV-J infection broilers (Figures 1, 3A,B). Furthermore, we investigated the mRNA expression level of ALV-J-related genes after miR-34b-5p overexpressed in DF-1 cells; the mRNA expression level of Env (Supplementary Figure 1C), Gag (Supplementary Figure 1D) and Pol (Supplementary Figure 1E) were upregulated in ALV-J-infected DF-1 cells compared with that in NC group at 2–48 h ALV-J infection time points. Taken together, these data suggest that miR-34b-5p could inhibit *MDA5* to promote ALV-J replication in DF-1 cells.

Moreover, we found that *MDA5* plays an important role in controlling the proliferation, cell cycle progression, and migration of ALV-J-infected cells (Figure 4). Recently, antiviral signaling pathways have attracted a great deal of attention from researchers and there are many studies on the cellular pathways involved in ALV-J infections. This research is necessary to develop methods to control viral infections and/or help to devise treatments for the infections. At present, several pathways have been reported to play important roles in ALV-J replication and infection, including the phosphoinositide 3-kinase (PI3K)/AK mouse strain thymic lymphoma gene (Akt) pathway, the ERK/ activator protein 1 (AP1) pathway, the MAPK signaling pathway, the wingless-related integration site (Wnt) signaling pathway, cytokine-cytokine receptor interaction, the Janus kinase (JAK)/signal transducers and activators of transcription (STAT) signaling pathway and the RLR signaling pathway (Feng et al., 2011; Wang et al., 2013a; Dai et al., 2016). We observed that *MDA5* can affect the MDA5 signaling pathway, and there was a clear correlation between this pathway and virion secretion. These observations strongly indicate that the MDA5 signaling pathway is involved in ALV-J replication. In this study we proposed mechanism of miR-34b-5p actions that mediated MDA5 signaling pathway during ALV-J infections (Figure 8).

**Figure 8:**
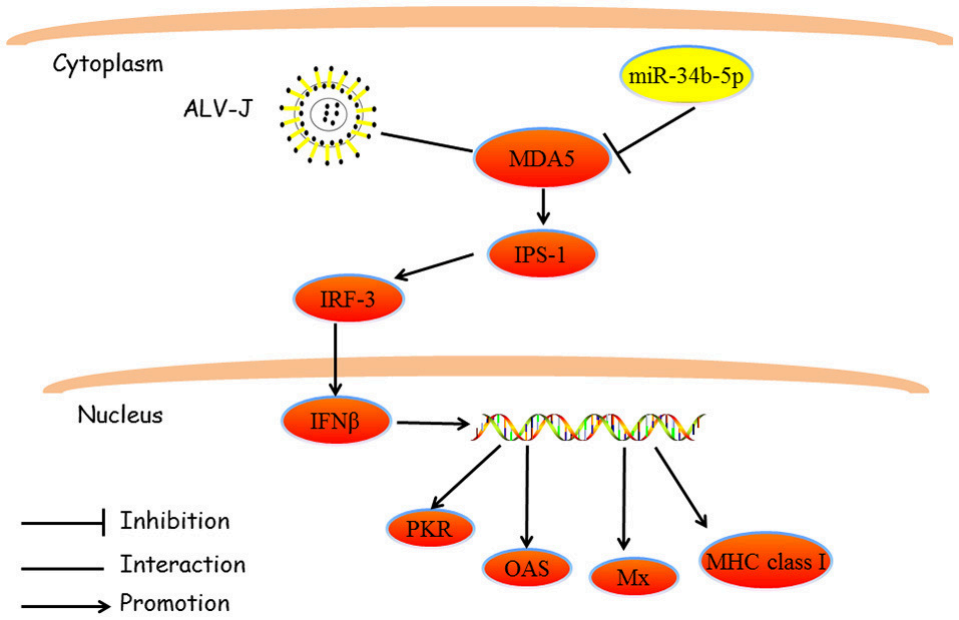
**A schematic representation showing the miR-34b-5p-mediated MDA5 signaling pathway during ALV-J infections**. This model is based on knowledge of the MDA5-mediated signaling pathway. As a member of the RLH family, *MDA5* can detect ALV-J infections in the cytoplasm. Abnormal expression of miR-34b-5p suppressed the function of *MDA5*, which triggered the signal transduction cascade to induce an IFNβ response and which, in turn, upregulated downstream antiviral genes (*PKR, OAS, Mx1*, and *MHC class I*). MiR-34b-5p inhibited the expression of *MDA5*, and led to increased proliferation and migration of the ALV-J-infected cells, and promoted ALV-J replication. ALV-J, Avian leukosis virus subgroup J; *IFN*β, interferon-β; *MDA5*, melanoma differentiation-associated gene 5; *MHC*, major histocompatibility complex; *Mx1*, myxovirus (influenza virus) resistance 1, interferon-inducible protein p78 (mouse); *OAS*, 2′, 5′-oligoadenylate synthetase; *PKR*, double-stranded RNA-dependent protein kinase; RLH, retinoic acid-inducible gene I-like helicases.

In conclusion, our findings revealed that miR-34b-5p was increased in ALV-J-infected tissues and that ectopic expression of miR-34b-5p accelerated the proliferation and migration of ALV-J-infected cells and modulated cell cycle progression by targeting *MDA5*. Further *in vitro* investigations revealed that miR-34b-5p can regulate the MDA5 signaling pathway, ALV-J related gene expression, and virion secretion. These results demonstrated that miR-34b-5p targets *MDA5* to inhibit the expression of genes in the MDA5 signaling pathway (*IPS-1, IRF-3, IFN*β*, PKR, OAS, Mx1*, and *MHC class I*), accelerate the proliferation and migration of ALV-J-infected cells and promote ALV-J replication (Figure 8). These findings provide a solid foundation for the understanding of the underlying mechanisms of ALV-J pathogenesis and they will contribute to the development of studies on other retroviruses.

## Author contributions

ZL performed the research, analyzed the data, and wrote the paper. QL participated in the study design, analyzed the data, and wrote the paper. HX analyzed the data and wrote the paper. MZ analyzed the data. BA reviewed the manuscript. QN conceived of the study and participated in its design and coordination. XQZ participated in the design of the study. MF, BC, and XCZ contributed reagents and other resources.

## Funding

This research was supported by the Program for New Century Excellent Talents in University (NCET-13-0803), the Natural Scientific Foundation of China (31571269), the Foundation for High-level Talents in Higher Education in Guangdong, China, and the Science and Technology Research Project of Guangzhou (201508020075).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: MiR-34b-5p Suppresses Melanoma Differentiation-Associated Gene 5 (MDA5) Signaling Pathway to Promote Avian Leukosis Virus Subgroup J (ALV-J)-Infected Cells Proliferaction and ALV-J Replication
**Source:** Front Cell Infect Microbiol. 2017 Jan 30;7:17. doi: 10.3389/fcimb.2017.00017
**Supplement:** Supplementary file 1

## **Supplementary Information**

# **MiR-34b-5p Suppresses Melanoma Differentiation-Associated Gene 5 (MDA5) Signaling Pathway to Promote Avian Leukosis Virus Subgroup J (ALV-J) Infected Cells Proliferation and ALV-J Replication**

Zhenhui Li<sup>1, 2</sup>, Qingbin Luo<sup>1, 2</sup>, Haiping Xu<sup>1, 2</sup>, Ming Zheng<sup>1, 2</sup>, Bahareldin Ali Abdalla<sup>1, 2</sup>, Min Feng<sup>1, 2</sup>, Bolin Cai<sup>1, 2</sup>, Xiaocui Zhang<sup>1, 2</sup>, Qinghua Nie<sup>1, 2\*</sup>, and Xiquan Zhang<sup>1, 2</sup>

**Running title:** MiR-34b-5p promotes ALV-J replication

Qinghua Nie

**Keywords:** MiR-34b-5p; melanoma differentiation associated gene 5 (MDA5);

**Avian leukosis virus subgroup J (ALV-J); Cell -proliferation; MDA5 Signaling  
Pathway**

**Supplementary Figure S1:** Overexpression of miR-34b-5p suppresses the *MDA5* signaling pathway and promotes ALV-J replication in DF-1 cells. DF-1 cells were seeded in 24-well plates, when the cells grew to a density of 50% confluence; they were transfected with 100 nM of gga-miR-34b-5p mimics (overexpression group) or 100 nM of mimic control duplexes (NC). 12 hours after miRNA mimic transfection, the DF-1 cells were infected with ALV-J at TCID<sub>50</sub>. At 2 h, 16 h, 24 h, and 48 h after ALV-J infection time points, the total RNA of DF-1 cells were isolated for qPCR analysis. **(A)** After miR-34b-5p mimic transfection, the RNA expression level of miR-34b-5p was significantly upregulated than that in the negative control (NC) group at 2-48 h ALV-J infection time points. **(B)** When miR-34b-5p was overexpressed, the expression level of *MDA5* was downregulated than that in NC group at 2-48 h ALV-J infection time points. The mRNA expression of ALV-J-related genes *Env* **(C)**, *Gag* **(D)** and *Pol* **(E)** were upregulated after miR-34b-5p overexpression in DF-1 cells compared with NC group at 2-48 h ALV-J infection time points. **(F-L)** The expression of mRNA level of *MDA5* signaling pathway related innate and antiviral genes was downregulated after miR-34b-5p overexpression in DF-1 cells compared with NC group at 2-48 h ALV-J infection time points. Asterisks denote statistically significant differences: \*, \*\*, \*\*\*, and \*\*\*\* indicate  $P < 0.05$ ,  $P < 0.01$ ,  $P < 0.001$  and  $P < 0.0001$ , respectively. SEM: standard error of the mean.

Figure S1

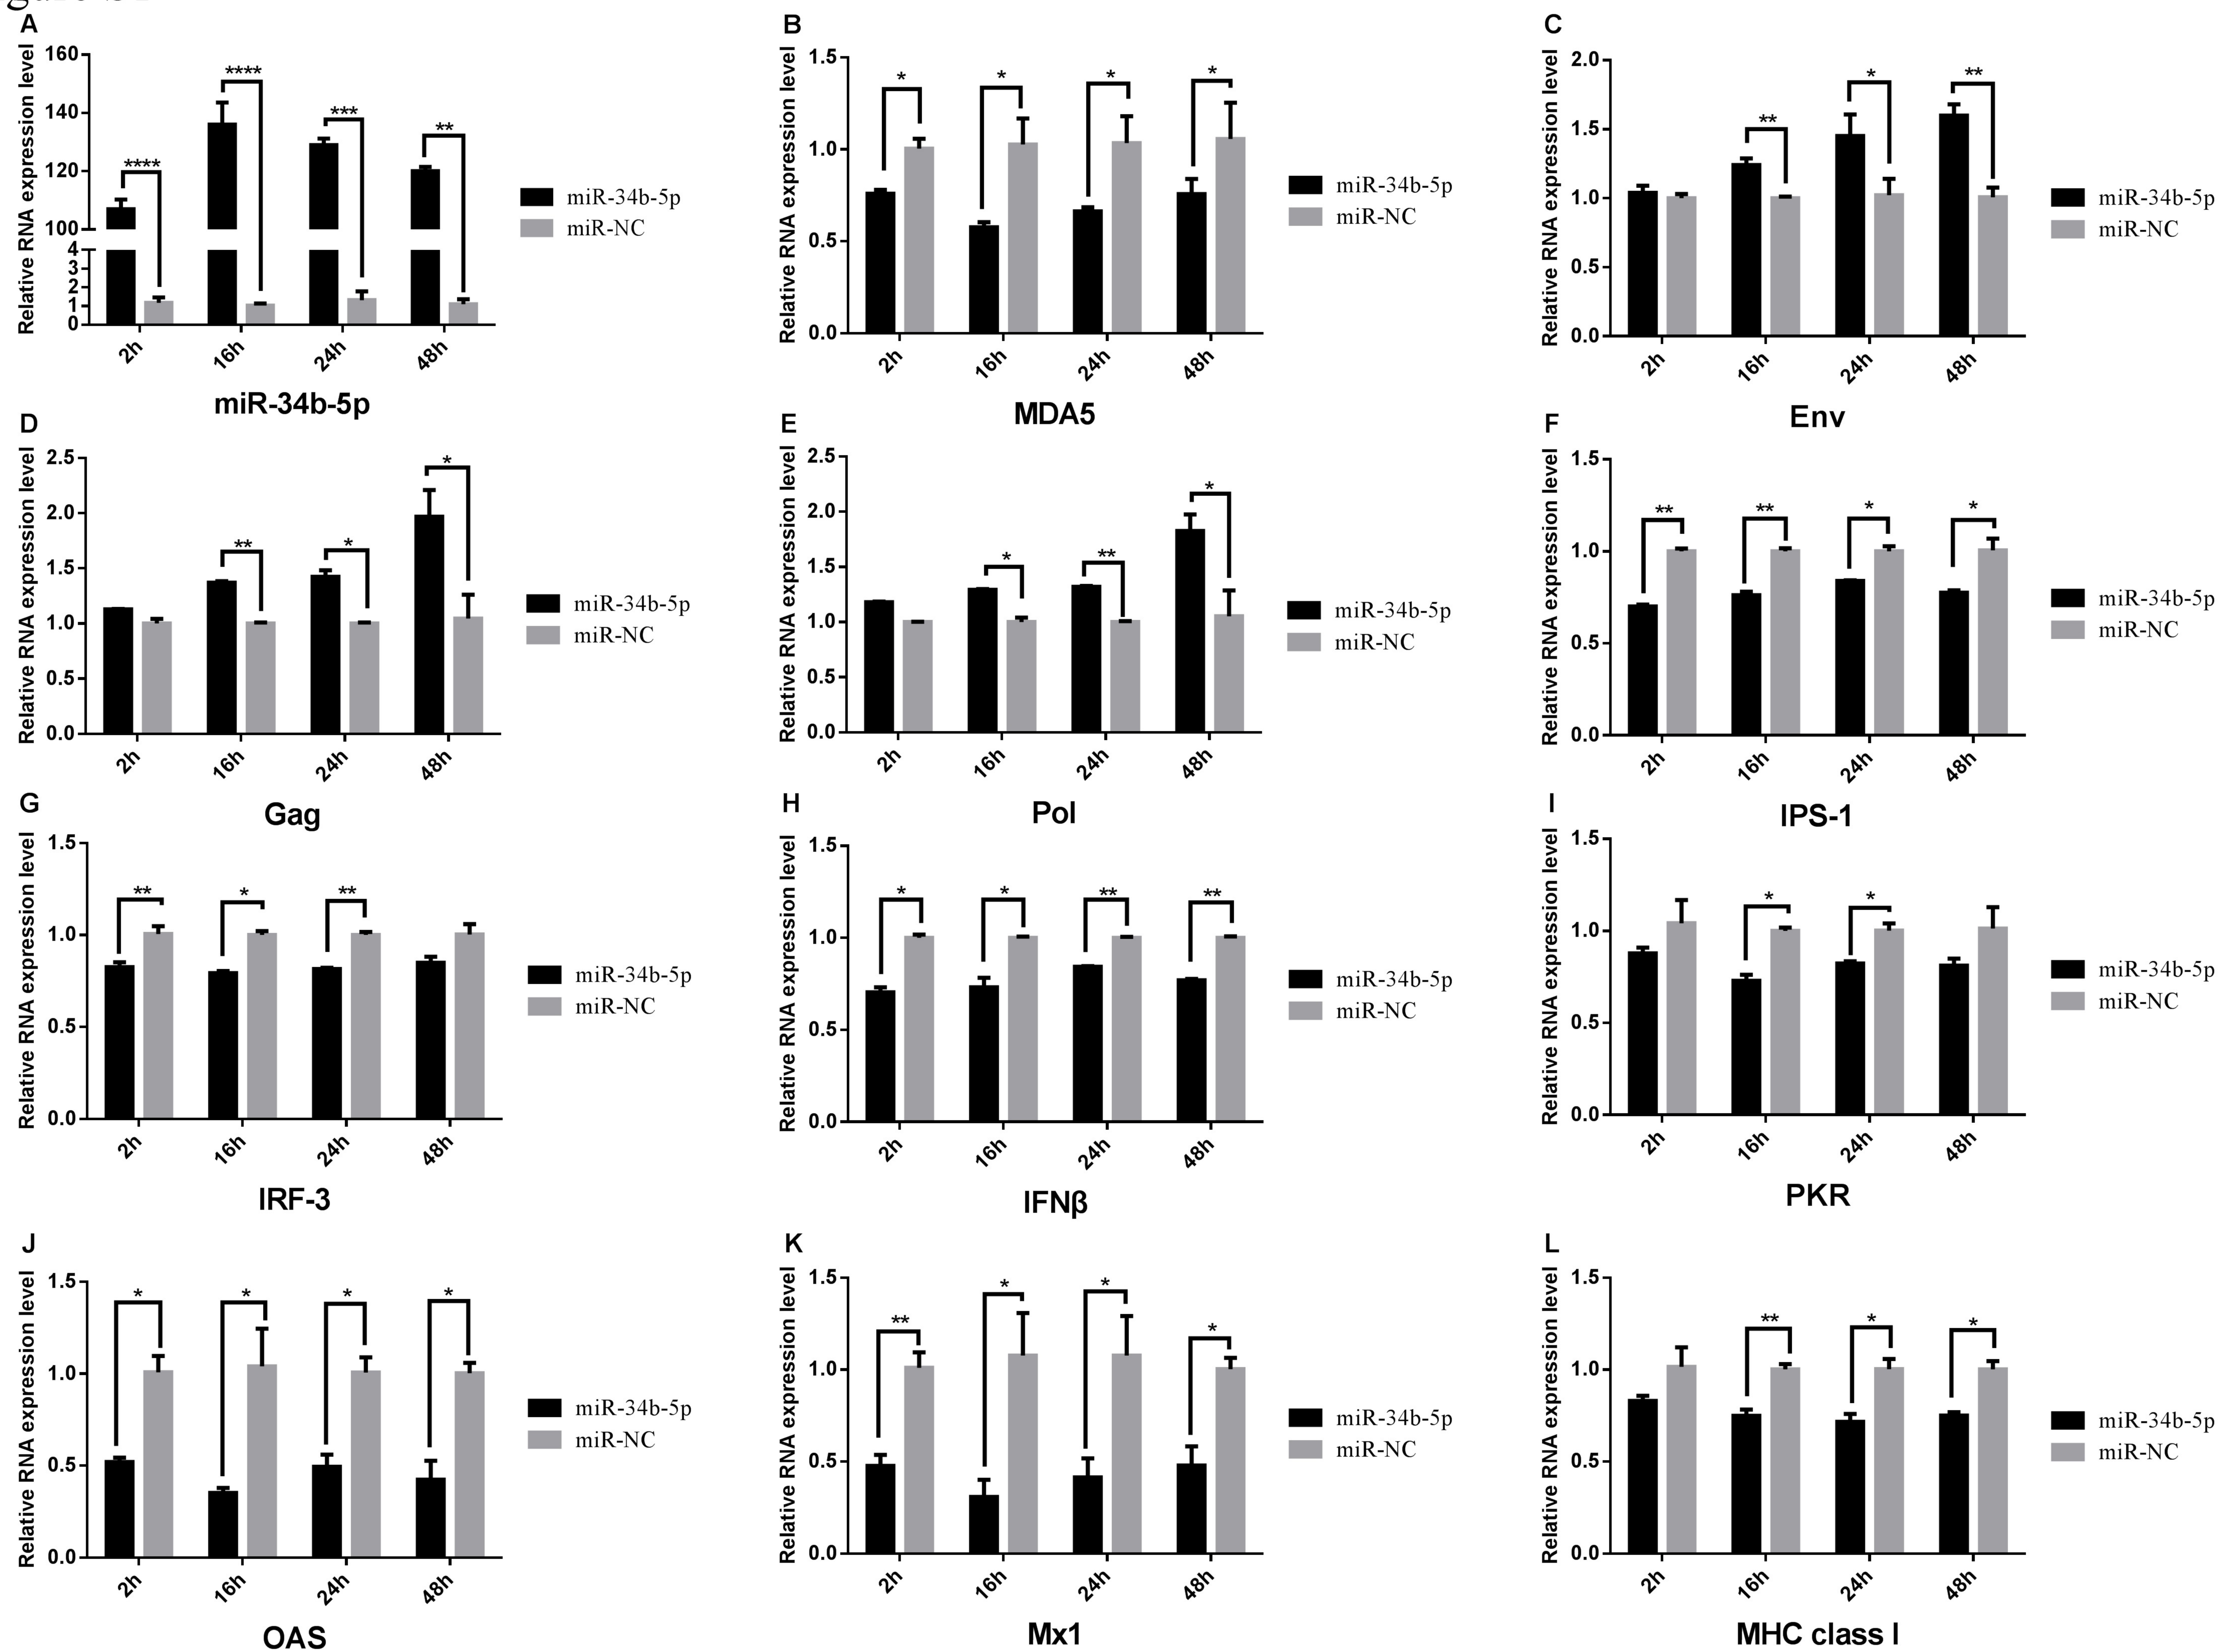

**Supplementary Table S1: Primers used for quantitative real-time PCR**

| Target      | Primer  | Sequence (5'-3')         | Reference        |
|-------------|---------|--------------------------|------------------|
| MDA5        | Forward | GAACCATTAGTATCAAAACA     |                  |
|             | Reverse | GAACTCTTCCATTAAAGTATT    |                  |
| ALV-J Env   | Forward | AAAACGACACCGATTTAGCC     |                  |
|             | Reverse | AGTCACGCAGTTCTGCTTCC     |                  |
| ALV-J Gag   | Forward | TTTAGGACCTGCCCCATACG     |                  |
|             | Reverse | TGCCCACCATCCCATCAG       |                  |
| ALV-J Pol   | Forward | GGGTAATTCCCAGGGTCAAG     |                  |
|             | Reverse | TTCTGTAAGAACGGTAGGTCTCC  |                  |
| Mx1         | Forward | ATCAGAGGTGAAGAAAGCAA     |                  |
|             | Reverse | TTCCAGGAAGATCAATTAGTGT   |                  |
| IPS-1       | Forward | GCAGTTTGATGCAGAGCAGAAGCA | Lee et al., 2014 |
|             | Reverse | AGGCTTCAAGGAGGTGTCACAGAA |                  |
| IRF-3       | Forward | ACCACATGCAGACAGACTGACACT | Lee et al., 2014 |
|             | Reverse | GGAGTGGATGCAAATGCTGCTCTT |                  |
| IFN $\beta$ | Forward | ACCAGGATGCCAACTTCTCTTGGA | Lee et al., 2014 |
|             | Reverse | ATGGCTGCTTGCTTCTTGTCCTTG |                  |
| PKR         | Forward | ACGTGGGACATGATTGAGCCAAAG | Lee et al., 2014 |
|             | Reverse | TGATGTAGTCAACTGGAGGGAGCA |                  |
| OAS         | Forward | GCAGAAGAAGTTTGTGAAGTGGCG | Lee et al., 2014 |
|             | Reverse | TCGGCTTCAACATCTCCTTGTACC |                  |

|                |         |                          |                  |
|----------------|---------|--------------------------|------------------|
| MHC class I    | Forward | AGTCCCCACCAAGAGGAAATGGGA | Lee et al., 2014 |
|                | Reverse | ATTCCACATATCTCCGCAGCCACT |                  |
| $\beta$ -actin | Forward | GATATTGCTGCGCTCGTTG      |                  |

**Supplementary Table 2: Primers used for clone of the full-length *MDA5* CDs and the 3'UTR of *MDA5*.**

| Target    | Primer  | Sequence (5'-3')                    |
|-----------|---------|-------------------------------------|
| MDA5-CDs  | Forward | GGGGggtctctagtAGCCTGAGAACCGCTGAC    |
|           | Reverse | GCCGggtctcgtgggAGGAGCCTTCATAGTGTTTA |
| MDA5-3UTR | Forward | CTAgctagcGTTTTGTATTAGAGGCAC         |
|           | Reverse | ACGCgtcgacCTATTACAGTCATTTATTGG      |

**Supplementary Table S3: Oligonucleotide sequences of si-MDA5**

| siRNA name | Sense and antisense | siRNA oligonucleotide sequence |
|------------|---------------------|--------------------------------|
| si-MDA5-01 | Sense (5'-3')       | GCAUCUCAUUGUCCUCAA dTdT        |
|            | Antisense (3'-5')   | dTdT CGUAGAGUAAACAGGAAGUU      |
| si-MDA5-02 | Sense (5'-3')       | GCUGGACACAAUAGUGAAAdTdT        |
|            | Antisense (3'-5')   | dTdTTCGACCUGUGUUAUCACUUU       |
| si-MDA5-03 | Sense (5'-3')       | GGUAUCAAGUUAUUGGCUUdTdT        |
|            | Antisense (3'-5')   | dTdTCCAUAGUUCAAUAACCGAA        |
| si-MDA5-04 | Sense (5'-3')       | GCAGAACACUUGAAGAAAUdTdT        |

|  |                          |                                |
|--|--------------------------|--------------------------------|
|  | <b>Antisense (3'-5')</b> | <b>dTdTcGUCUUGUGAACUUCUUUA</b> |
|--|--------------------------|--------------------------------|

**Supplementary Table S4: The length of the scratch in wound healing assay**

| <b>Treatment</b>               | <b>Repetition</b> | <b>The width of scratch at different time points</b> |                  |                  |                  |
|--------------------------------|-------------------|------------------------------------------------------|------------------|------------------|------------------|
|                                |                   | <b>0 h (μm)</b>                                      | <b>24 h (μm)</b> | <b>48 h (μm)</b> | <b>72 h (μm)</b> |
| <b>MiR-34b-5p</b>              | <b>01</b>         | <b>993.16</b>                                        | <b>452.14</b>    | <b>235.83</b>    | <b>99.15</b>     |
|                                | <b>02</b>         | <b>1010.26</b>                                       | <b>561.54</b>    | <b>274.36</b>    | <b>102.50</b>    |
|                                | <b>03</b>         | <b>962.31</b>                                        | <b>401.71</b>    | <b>183.76</b>    | <b>92.50</b>     |
| <b>MiR-NC</b>                  | <b>04</b>         | <b>1026.50</b>                                       | <b>509.40</b>    | <b>349.57</b>    | <b>289.75</b>    |
|                                | <b>05</b>         | <b>1018.80</b>                                       | <b>688.89</b>    | <b>323.08</b>    | <b>212.82</b>    |
|                                | <b>06</b>         | <b>1021.37</b>                                       | <b>680.36</b>    | <b>484.62</b>    | <b>315.39</b>    |
| <b>MDA5<br/>overexpression</b> | <b>07</b>         | <b>1087.72</b>                                       | <b>805.98</b>    | <b>721.36</b>    | <b>661.54</b>    |
|                                | <b>08</b>         | <b>1047.02</b>                                       | <b>796.39</b>    | <b>662.39</b>    | <b>601.72</b>    |
|                                | <b>09</b>         | <b>1054.39</b>                                       | <b>717.86</b>    | <b>627.35</b>    | <b>590.60</b>    |
| <b>Mock-vehicle</b>            | <b>10</b>         | <b>1069.23</b>                                       | <b>315.39</b>    | <b>0</b>         | <b>0</b>         |
|                                | <b>11</b>         | <b>1042.74</b>                                       | <b>482.92</b>    | <b>0</b>         | <b>0</b>         |
|                                | <b>12</b>         | <b>1017.10</b>                                       | <b>357.27</b>    | <b>0</b>         | <b>0</b>         |
| <b>Si-MDA5</b>                 | <b>13</b>         | <b>1076.07</b>                                       | <b>661.40</b>    | <b>169.23</b>    | <b>0</b>         |
|                                | <b>14</b>         | <b>1226.32</b>                                       | <b>707.69</b>    | <b>243.59</b>    | <b>0</b>         |
|                                | <b>15</b>         | <b>1201.76</b>                                       | <b>733.33</b>    | <b>269.23</b>    | <b>88.61</b>     |
| <b>Si-NC</b>                   | <b>16</b>         | <b>1272.81</b>                                       | <b>907.50</b>    | <b>729.06</b>    | <b>638.60</b>    |
|                                | <b>17</b>         | <b>1206.67</b>                                       | <b>1010.53</b>   | <b>749.12</b>    | <b>480.70</b>    |

|  |           |                |               |               |               |
|--|-----------|----------------|---------------|---------------|---------------|
|  | <b>18</b> | <b>1236.75</b> | <b>930.77</b> | <b>794.87</b> | <b>602.57</b> |
|--|-----------|----------------|---------------|---------------|---------------|

### **Supplemental references**

1. Lee, C. C., Wu, C. C., and Lin, T. L. (2014). Chicken melanoma differentiation-associated gene 5 (MDA5) recognizes infectious bursal disease virus infection and triggers MDA5-related innate immunity. *Arch Virol.* 159: 1671-86. doi: 10.1007/s00705-014-1983-9

How the deposited data were processed for this re-analysis (not part of the article)

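Small RNA from the spleen of ALV-J-infected and non-infected Recessive White Rock broilers at 140 days old was sequenced by the authors, with 1 library per group. The authors collapsed identical reads and deposited distinct sequences with their read counts, raw whole-number counts that were not normalized. The sequences are numbered up to 2922089, while the 2 libraries together hold 981954 distinct ones. Whether reads were removed before deposition cannot be told, so the library totals are those of the deposited reads. The deposited sequences are 18 to 32 nt long and contain no undetermined bases. The paper's text and the sample descriptions do not state how adapters were removed, which aligner or miRNA database was used, or how many birds contributed to each library. The ALV-J-infected library held 15227930 reads and the non-infected library 12150275, and 130955 distinct sequences occurred in both.

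From these counts, reads of miR-34b-5p were found with the mature sequence printed in Figure 3C. The rule set before the data were examined counted reads that begin with its first 18 bases, divided by all reads of the library. The log2 ratio of infected to non-infected was calculated without an added count unless a count was 0, when 0.5 was added to both. Each share has a 95% Wilson interval, and the log2 ratio has a 95% interval from the variance of the counts. The 2 libraries were compared by a two-sided Fisher's exact test on reads. No p-value was calculated across sequences, because there is 1 library per group. The deposited sequences and the gene list of the reference name no other mature sequence, so single sequences of 20 to 24 nt with at least 10 reads in the 2 libraries together took the place of miRNAs, with 0.5 reads added to each count. Sequences were also grouped by their first 18 bases, for reads of 18 to 26 nt. The effect of counting error on the number of 2-fold differences was estimated from 100 random draws of the reads.

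The alternatives set before the data were examined covered the reads counted, the denominator, the minimum number of reads and the number of reads added. Trimmed mean of M-values (TMM) factors, trimming 30% of the ratios and 5% of the abundances at each end, and median-of-ratios factors were calculated over single sequences, since no list of mature miRNAs was used here. The sequences to be named were fixed by a rule before the data were examined. The rule covered the miR-34 family, each miRNA that the paper names, the 10 most abundant miRNAs, and the 5 largest increases and 5 largest decreases among those with at least 100 reads. Apart from miR-34b-5p, the miRNAs that the paper names were not analysed here, because their sequences were not used. Sequences with the largest differences are given by their values and not by their bases, since their origin was not determined.

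The calculation was tested on simulated data. Counts were drawn for 4452 real sequences at the real depths, with 200 of them changed 4-fold. These sequences had at least 100 reads, and all 200 changed ones were recovered, while 0 unchanged sequences passed the 2-fold limit. The same simulation over the 23148 sequences with at least 10 reads recovered 184 of 200, and 2238 unchanged sequences passed the limit through counting error. Both simulations drew counts with counting error alone, without variation between birds or library preparations. They test the calculation and do not show how reliable the 2-fold differences in the data are. As a check of the labels, reads holding at least 18 consecutive bases of an ALV-J Gag, Pol or Env primer of Supplementary Table S1 were counted on either strand. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used, with random seed 1. RT-qPCR, the mRNA sequencing of MDA5 and the cell experiments were not analysed here, apart from the scratch widths of Supplementary Table S4.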

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

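All tests in this part were chosen after the results were seen.

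Reads beginning AGGCAGTGTATTGTTAGT share their first 10 bases with the reads beginning 1 base inside miR-34b-5p, and the paper does not report on them. They numbered 85 in the ALV-J-infected and 18 in the non-infected spleen, which is 5.58 and 1.48 RPM, a log2 ratio of 1.88 with 0.5 reads added (two-sided Fisher's exact test on reads, p = 1.20e-08, which compares 2 libraries). They were looked at because the signal in the infected library lies above that of the non-infected control. Library depth and composition were tested by changing the denominator, and the smallest log2 ratio over the denominators tried was 1.64. For GC content, the median of groups with the same number of G and C bases was subtracted, which left 1.71. The denominators shift each log2 ratio by between -0.25 and 0.02, and the subtraction acts much like centring. Both changes are small beside 1.88. They argue against a shift common to all reads, or to groups of the same GC content, as the source of the whole difference. A bias specific to these reads was not tested. Of 3968 groups with a similar number of reads, 32, or 0.806%, had a ratio as large. The 32 include this group itself. With 1 library per group, this spread over other groups does not measure how much this group varies between birds. The difference therefore cannot be told apart from variation between birds or library preparations. Infection may be involved, but the design does not separate it from these.

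Among all sequences, 16 had at least 100 reads in 1 library and at most 1 in the other, 14 in the non-infected and 2 in the infected spleen. These 16 sequences include the 5 largest decreases given above and the increase with a log2 ratio of 6.00. They were looked at because their counts are far above the smallest share that the depth can show, in sequences that the paper does not discuss. A strain or donor variant was tested as a technical explanation, by looking for a sequence that differs by a single base and has at least 10 reads in the other library. Such a sequence existed for 12 of the 16, or 75%, against 34.7% of 5154 other sequences of that abundance. In 10000 random lists of 16 such sequences, 95% held at most 9, and 16 lists held 12 or more. In the example with the most reads, a 31-nt sequence had 1 read in the infected and 1415 in the non-infected spleen. The sequence that differs from it by C7T, counted from the 5′ end, had 5683 and 2637 reads. The result is consistent with birds that differ in genotype between the 2 libraries, but also with reads from another organism that carries a near-identical gene. Some of the 16 sequences overlap each other, so they are not independent. No genome sequence was used here, so the variants were not located, and that second explanation was not tested. No biological effect of infection was tested for these sequences.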

How the results depend on the processing

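No paired analysis was possible because there is 1 library per condition. Most alternatives were set before the data were examined. Those chosen after seeing the data are the reads beginning 1 base inside miR-34b-5p, with their denominators and ranks, and the grouping by the first 18 bases.

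The log2 ratio of miR-34b-5p was -0.33 for reads beginning with the first 18 bases of the mature sequence. It stayed negative, between -1.91 and -0.31, and without a detectable difference under 6 alternatives: the exact mature sequence, up to 1 mismatch, reads of 20 to 24 nt as the denominator, TMM factors, median-of-ratios factors, and all reads without the most abundant sequence. It reversed to 2.39 when the 5′ end was allowed to lie within 2 bases of the mature one, and to 2.53 when reads beginning 1 base inside were counted. The added reads are the cause of the reversal, since 101 of 105 infected and 14 of 16 non-infected reads begin at the second base. The main count is limited by depth. With 2 reads in each library, the -0.33 is the ratio of the library totals alone, the mismatch setting counts the same 2 and 2 reads, and the denominators shift a log2 ratio by between -0.25 and 0.02, so the negative sign under these settings shows no stability.

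The log2 ratio of reads beginning 1 base inside miR-34b-5p, 2.53, lay between 2.27 and 2.54 under the other 4 denominators and after subtraction of the median for the same GC content, changes too small to alter its direction. Its position among groups of reads depended on the minimum. There were 214 of 16222 groups with a ratio as large or larger at a minimum of 10 reads, 5 at a minimum of 100 reads, and 35 with 5 reads added. Each of these counts includes the group itself.

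The number of sequences at least 2-fold apart, 3297 higher and 1866 lower in the infected spleen, depended on the processing. With no minimum, 178783 were higher and 182420 lower. At a minimum of 100 reads, the numbers were 160 and 157. With 5 reads added, they were 829 and 1144. With TMM factors or median-of-ratios factors, they were 2173 and 2883 for either method, so the direction with more sequences changed. Grouping reads by their first 18 bases gave 1824 higher and 1722 lower. The other denominators, reads of 20 to 24 nt and all reads without the most abundant sequence, kept both numbers within 1.5 times. The normalization factors lower each log2 ratio, and part of the dependence on the minimum is counting error, as random draws gave 1084 higher and 1060 lower. The cause of the remaining dependence was not tested.

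Reads matching ALV-J primers numbered 2 in the infected and 5 in the non-infected spleen. With at least 16 consecutive bases they numbered 2 and 6, and with Env alone 0 and 0. The cause was not tested, and with fewer than 10 reads in total no test of the difference was run.

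Several alternatives were not run. Reads assigned to mature miRNAs as a denominator, mature miRNAs as features and the exact mature sequence of each feature need a list of mature miRNAs. The ratios of the other miR-34 family members need their sequences. The rank of miR-34b-5p had no value at a minimum of 10 or 100 reads, since its exact sequence had 1 read in total. With no minimum, 395193 of 406088 sequences had a log2 ratio as large as or larger than its -1.91, a position that rests on that 1 read.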

Differences from the paper's values

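For miR-34b-5p in ALV-J-infected against non-infected spleen, the paper's P is 1.62E-71. The two-sided Fisher's exact test on reads beginning with the first 18 bases of the mature sequence gave p = 1. Of the alternatives set before the data were examined, the one with the 5′ end within 2 bases gave the smallest, p = 2.57e-13, and none reached the paper's value. Reads beginning 1 base inside the mature sequence, a setting chosen after seeing the values, gave p = 1.18e-13 from the same exact test. Nearly all reads behind these small p-values lack the first base of miR-34b-5p, and their origin was not determined.

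The paper's log2 ratio of infected to non-infected spleen is about 2.2 in Fig. 1A, read by eye. The log2 ratio here was -0.33, of the opposite sign, but its 95% interval, from -3.15 to 2.50, is wide and includes the paper's value. With the 5′ end within 2 bases, set before the data were examined, it was 2.39 (95% interval 1.63 to 3.15), which includes the paper's value. With reads beginning 1 base inside, chosen after seeing the values, it was 2.53 (95% interval 1.72 to 3.33), which also includes it. Nearly all reads behind the 2.39 and the 2.53 lack the first base of miR-34b-5p, and their origin was not determined. The other alternatives, namely the exact mature sequence, up to 1 mismatch and the 4 other denominators, gave values between -1.91 and -0.31, also of the opposite sign. Their 95% intervals, with upper limits between 2.26 and 2.71, include the paper's value as well, so the few reads counted under these settings do not exclude the paper's ratio.

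The paper's expression of miR-34b-5p is about 590 FPKM in the infected and about 130 FPKM in the non-infected spleen in Fig. 1A, read by eye. Per kilobase of the mature sequence and 1000000 reads, the values here were 5.71 and 7.16. None of the alternatives set before the data were examined came within 1.5 times of the paper's values. The nearest, with the 5′ end within 2 bases, gave 299.8 and 57.3. Reads beginning 1 base inside, chosen after seeing the values, gave 288.4 and 50.1. Nearly all reads behind these and the nearest values lack the first base of miR-34b-5p, and their origin was not determined.

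The paper states that miR-34b-5p was higher in the infected spleen. The count of reads beginning with its first 18 bases was 2 in each library. With the 5′ end within 2 bases, set before the data were examined, the counts were 105 in the infected and 16 in the non-infected library, a log2 ratio of 2.39, the direction that the paper states. Reads beginning 1 base inside, chosen after seeing the values, numbered 101 and 14 and had the same direction. They make up nearly all of the 105 and 16 reads and lack the first base of the mature sequence. Their origin was not determined, so this direction cannot be assigned to miR-34b-5p itself.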

Other observations

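All tests in this part were chosen after the results were seen.

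Reads beginning 1 base inside mature miR-34b-5p were more frequent in the ALV-J-infected spleen, with 101 reads against 14 and a log2 ratio of 2.48 after 0.5 reads were added. Library depth and composition were tested by changing the denominator, and the smallest log2 ratio was 2.24. After subtraction of the median of groups with the same GC content it was 2.23. The denominators shift each log2 ratio by between -0.25 and 0.02, and the subtraction is close to the overall median of 0.29. Both are small beside 2.48. They argue against a shift common to all reads, or to groups of the same GC content, as the source of the whole increase. A bias specific to these reads was not tested. Of groups with a similar number of reads, this one included, 0.532% had a ratio as large. With 1 library per group, that share does not measure variation between birds. Reads shared between miR-34 family members remain a candidate explanation for where these reads come from. In the infected library, 4 reads carried the first base of the miR-34b-5p sequence of the paper, 2 of them with 1 further base upstream, but this count does not show the origin of the reads that lack it. Of the reads beginning at the first base, 1 in each library carried T directly after the end of the mature sequence and 0 carried C, whereas of the reads beginning 1 base inside, 53 in the infected and 9 in the non-infected library carried C and 33 and 1 carried T. The reads beginning at the first base are too few for a test of this difference. The other reads could come from miR-34b-5p with a shifted 5′ end or from another member of the family, such as the neighbouring miR-34c, whose mature sequence was not used here. The increase therefore cannot be told apart from one of another family member, or from differences between birds or library preparations.

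The P of the paper for miR-34b-5p is far smaller than the reads give. A candidate explanation is that values scaled to a common library size were tested as if they were read counts. Taking the values of Figure 1A, read by eye, as counts out of 1000000 each, a two-sided Fisher's exact test gave p = 7.85e-71, within a factor of 4.85 of the paper's 1.62E-71. The values were read by eye, and how far this p moves with the reading was not tested. FPKM values are also scaled by length, not by library size alone. The closeness of the P values therefore does not decide for this explanation. The paper's text does not name the test for the miRNA sequencing, so whether the paper's P was obtained in this way cannot be told.

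Groups of reads rich in G and C had higher log2 ratios of infected to non-infected. Among groups with at least 100 reads, the median log2 ratio was 0.15 with 0 to 7 G or C among the first 18 bases, 0.24 with 8 to 9, 0.38 with 10 to 11 and 0.48 with 12 to 18. Among groups with at least 1000 reads, the median of the richest class was 0.26 higher than that of the poorest, though the class with 10 to 11 had the highest median, 0.40. The trend is consistent with a difference in GC bias between the libraries. With 1 library per group, it cannot be told apart from a difference in RNA content between the spleens.

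Reads holding at least 18 consecutive bases of an ALV-J Gag, Pol or Env primer numbered 2 in the ALV-J-infected spleen, all of Gag, and 5 in the non-infected spleen, 3 of Gag and 2 of Pol. Reads of the Env primers numbered 0 in both. These counts are too few to check the infection state of either library.

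The scratch widths that the paper gives in Supplementary Table S4 were converted to migration rates per scratch, with 3 scratches per group. The 3 control groups, which carry no miR-34b-5p or MDA5 treatment, differed from each other. At 24 h, the rate was 63.0% ± 8.56 (SD, n = 3) with mock-vehicle, 38.7% ± 10.1 (SD, n = 3) with the miRNA control and 23.2% ± 6.36 (SD, n = 3) with the siRNA control. At 48 h, it was 100% in each mock-vehicle scratch, 62.3% ± 8.49 (SD, n = 3) with the miRNA control and 38.8% ± 3.58 (SD, n = 3) with the siRNA control. At 72 h, mock-vehicle remained at 100% in each scratch, the miRNA control reached 73.3% ± 5.17 (SD, n = 3) and the siRNA control 53.8% ± 5.60 (SD, n = 3). The treated groups at 24 h were at 52.4% ± 7.15 (SD, n = 3) with the miR-34b-5p mimic, 39.9% ± 2.05 (SD, n = 3) with si-MDA5 and 27.3% ± 4.16 (SD, n = 3) with MDA5 overexpression. At 48 h, the mimic group was at 76.7% ± 4.05 (SD, n = 3) and the si-MDA5 group at 80.7% ± 3.37 (SD, n = 3). The MDA5 overexpression group was then at 37.0% ± 3.42 (SD, n = 3). At 72 h the treated groups were at 90.1% ± 0.274 (SD, n = 3) with the miR-34b-5p mimic, 97.5% ± 4.26 (SD, n = 3) with si-MDA5 and 41.9% ± 2.46 (SD, n = 3) with MDA5 overexpression. At each time, the means of the mimic and of si-MDA5 lay above the miRNA control and the siRNA control, respectively. The mean of MDA5 overexpression lay below mock-vehicle. These are the directions that the paper states. No test was run.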
